# Macrophage CARD9 mediates cardiac injury following myocardial infarction through regulation of lipocalin 2 expression

**DOI:** 10.1038/s41392-023-01635-w

**Published:** 2023-10-13

**Authors:** Yan Liu, Yi-hui Shao, Jun-meng Zhang, Ying Wang, Mei Zhou, Hui-qin Li, Cong-cong Zhang, Pei-jie Yu, Shi-juan Gao, Xue-rui Wang, Li-xin Jia, Chun-mei Piao, Jie Du, Yu-lin Li

**Keywords:** Cardiovascular diseases, Inflammation

## Abstract

Immune cell infiltration in response to myocyte death regulates extracellular matrix remodeling and scar formation after myocardial infarction (MI). Caspase-recruitment domain family member 9 (CARD9) acts as an adapter that mediates the transduction of pro-inflammatory signaling cascades in innate immunity; however, its role in cardiac injury and repair post-MI remains unclear. We found that *Card9* was one of the most upregulated *Card* genes in the ischemic myocardium of mice. CARD9 expression increased considerably 1 day post-MI and declined by day 7 post-MI. Moreover, CARD9 was mainly expressed in F4/80-positive macrophages. *Card9* knockout (KO) led to left ventricular function improvement and infarct scar size reduction in mice 28 days post-MI. Additionally, *Card9* KO suppressed cardiomyocyte apoptosis in the border region and attenuated matrix metalloproteinase (MMP) expression. RNA sequencing revealed that *Card9* KO significantly suppressed lipocalin 2 (*Lcn2*) expression post-MI. Both LCN2 and the receptor solute carrier family 22 member 17 (SL22A17) were detected in macrophages. Subsequently, we demonstrated that *Card9* overexpression increased LCN2 expression, while *Card9* KO inhibited necrotic cell-induced LCN2 upregulation in macrophages, likely through NF-κB. *Lcn2* KO showed beneficial effects post-MI, and recombinant LCN2 diminished the protective effects of *Card9* KO in vivo. *Lcn2* KO reduced MMP9 post-MI, and *Lcn2* overexpression increased *Mmp9* expression in macrophages. Slc22a17 knockdown in macrophages reduced MMP9 release with recombinant LCN2 treatment. In conclusion, our results demonstrate that macrophage CARD9 mediates the deterioration of cardiac function and adverse remodeling post-MI via LCN2.

## Introduction

Heart disease is the main cause of death worldwide,^1^ and acute myocardial infarction (MI) is a common cardiovascular disorder leading to necrosis of cardiomyocytes. Owing to lack of regenerative potential of the adult heart, damaged myocardium is replaced by scar, which adversely affects cardiac function. Consequently, patients who survive an MI often experience heart failure. Efforts to reduce cardiac injury or facilitate repair post-MI may help to prevent heart failure. Innate immunity is elicited and plays an essential regulatory role post-MI in response to danger-associated molecular patterns (DAMPs) released by dead myocytes.^2^ Immune cells are recruited to amplify inflammation. Monocyte infiltration into the infarcted heart starts soon after MI via C-C motif chemokine ligand2 / C-C motif chemokine receptor (CCR2) signaling,^3^ and begins to differentiate into macrophages, which replaced the resident macrophages in the ischemic area within 24 hours post-MI.^4^ Macrophages are highly plastic and can adopt various activation states.^5,6^ At 1 to 3 days post-MI, monocyte-derived macrophages exhibit pro-inflammatory characteristics, secreting inflammatory cytokines and chemokines. On the one hand, they contribute to the clearance of necrotic cells, facilitating the repair of infarcted heart. On the other hand, excessive inflammatory reaction may extend ischemic injury by damaging surviving cardiomyocytes of the border zone and promoting protease activity.^7^ Increased interleukin 6 are associated with poor outcomes in MI patients.^8^ Pro-inflammatory macrophages impair healing^9^; whereas suppressing pro-inflammatory macrophage polarization reduces necrosis of cardiomyocytes^10^ and cardiac rupture^11^ post-MI. Targeting CCR2 using siRNA decreases monocyte infiltration, leading to a decrease in infarct size and improvement of cardiac function.^12,13^

The extracellular matrix (ECM) which is a dynamic structure is critical in cardiac injury, repair, and remodeling post-MI. Macrophages and inflammation also regulate ECM. Infiltrated macrophage is one of the primary sources of metalloproteinases (MMPs), which mediate the degradation of ECM.^5^ ECM degradation facilitates cardiac healing in the early stages. Optimal scar formation requires proper synthesis, cross-linking, and ECM alignment, which helps to maintain cardiac function post-MI. However, excessive ECM degradation may result in insufficient collagen deposition, leading to left ventricle (LV) thinning and dilation. Additionally, plasma MMP9 levels are correlated with LV dysfunction post-MI.^14^ Conversely, knockout (KO) of *Mmp9* or selective MMP inhibition can decrease MI-induced cardiac rupture and LV dilation in mice.^15,16^ Moreover, overexpression of tissue inhibitor of metalloproteinase 1 (*Timp1*) preserves cardiac function in MI rats;^17^ whereas, *Timp1* KO exacerbates LV remodeling post-MI.^18^ Thus, modulation of the macrophage function to reduce MMP expression or activation may decrease the risk of post-MI cardiac injury.

Pattern recognition receptors (PRRs) recognize DAMPs and induce activation of downstream inflammatory pathways. The proteins of the intracellular caspase recruitment domain (CARD) family act as linkers between PPRs and downstream signaling molecules.^19–21^ In particular, CARD9 is a critical adapter of activated PRRs, such as C-type lectin receptors (CLRs), intracellular nucleotide oligomerization domain (NOD)-like receptors, toll-like receptors (TLRs), and some other intracellular nucleic acid-sensing PPRs in response to fungal, bacterial, viral, and parasitic infections.^22–26^ CARD9 is mainly expressed by myeloid cells. With microorganism stimulation, PPRs recruit spleen tyrosine kinase (Syk) or receptor interacting protein 2 (RIP2), which further activates CARD9. After activation, CARD9 binds to the CARD domain of BCL10 immune signaling adaptor, which interacts with MALT1 paracaspase to form a CARD9/BCL10/MALT1complex, activating downstream nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) and mitogen-activated protein kinases (MAPKs) signaling.^23,27,28^ Mice with *Card9* knockout (KO) are susceptible to certain microbial infections.^28,29^ CARD9 also participates in noninfectious inflammation regulation.^30–32^ Furthermore, *Card9* KO improves insulin resistance by blocking MAPK pathways in high-fat diet treated mice,^31^ and knockdown of *Card9* in acute pancreatitis rats inhibits NF-κB and p38 MAPK signaling and attenuates pancreatic, lung, and liver tissue injury.^32^ However, whether CARD9 is a key regulator between innate immunity and cardiac injury in MI remains unclear. In a previous study, we showed that CARD9 mediated necrotic cell-induced NF-κB signaling activation in macrophages and promoted inflammatory cytokine expression and neointima formation in vein grafts.^33^ The role of CARD9 has also been studied in several cardiac disease models. *Card9* depletion decreases angiotensin II-induced cardiac fibrosis,^34^ prevents pressure overload-induced heart failure and fibrosis,^35^ and alleviates cardiac injury in obese mice.^36^ Exploring the function of CARD9 and underlying mechanisms in cardiac injury and remodeling post-MI will provide us the new targets or strategies for MI therapy.

In the present study, we investigated the expression of CARD9 in ischemic myocardium and revealed its role in cardiac injury and remodeling post-MI using *Card9* KO mice. We found that CARD9 mainly located in macrophages and its regulation of lipocalin 2 (LCN2) through NF-κB activation may contribute to its adverse effects post-MI.

## Results

### CARD9 expression is increased in infarcted heart

MI was induced in mice. Three days after infarction, the expression of *Card* family genes was examined, and the mRNA levels of *Card9* and *Card11* were found to be increased the most among all the *Card* family genes (Fig. 1a). Subsequently, we assayed the protein levels of CARD9 in myocardium at different time following infarction and found that CARD9 expression was induced as early as 1 day, peaked on 3 days, and descended on 7 days post-MI (Fig. 1b). To determine the cellular localization of CARD9, immunofluorescent staining was performed on infarcted heart sections. We observed that CARD9 co-stained with F4/80, a macrophage marker, indicating that CARD9 was expressed in macrophages (Fig. 1c). To explore CARD9 expression levels in various heart cells, we isolated CD45^-^, CD45^+^ F4/80^-^, and CD45^+^ F4/80^+^ cells from infarcted mouse hearts using enzyme digestion and magnetic- or fluorescence-activated cell sorting. We found that *Card9* mRNA expression was highest in CD45^+^ F4/80^+^ macrophages, lower in CD45^+^ F4/80^-^ bone marrow (BM)-derived cells, and lowest in CD45^-^ cells (Fig. 1d). Furthermore, a large amount of CARD9 protein was observed in CD45^+^ F4/80^+^ macrophages, a small amount of CARD9 in CD45^+^ F4/80^-^ cells, and virtually no expression of CARD9 in CD45^-^ cells (Fig. 1e), which was consistent with the mRNA data. Because CARD9 expression was mainly detected in CD45^+^ cells, we investigated CARD9 expression in distinct populations of CD45^+^ immune cells. We obtained a published single-cell RNA sequencing (scRNA-seq) dataset (GSE163465)^37^ of cardiac CD45^+^ cells in mice after MI from the Gene Expression Omnibus (GEO) database and observed that macrophages contributed the most to *Card9* expression post-MI (Supplementary Fig. 1). These results confirmed *Card9* expression in macrophages post-MI.

**Fig. 1:**
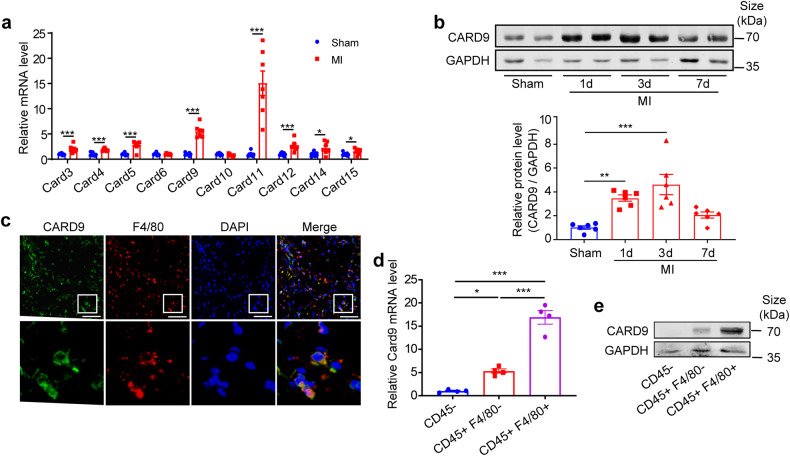
CARD9 is increased in mouse hearts post-MI and mainly expressed in macrophages. **a** The mRNA levels of *Card* family genes in below-ligature cardiac tissues at 3 days post-MI, quantified as fold induction with respect to the sham group after normalization to *Gapdh* (*n* = 7). **b** CARD9 protein levels in cardiac tissues of sham and MI model mice at the indicated time points post-MI, quantified as fold induction with respect to the sham group after normalization to GAPDH (*n* = 6). **c** Representative co-staining of CARD9 and F4/80 on cardiac sections at 3 days post-MI (*n* = 4). Nuclei were stained with DAPI. CD45^-^, CD45^+^ F4/80^-^ and CD45^+^ F4/80^+^ cells sorted from hearts of mice at 3 days post-MI. **d** *Card9* mRNA expression in the three population of MACS-sorted cells, quantified as fold change with respect to CD45^-^ group after normalization to *Gapdh*. Hearts from 4-5 mice were pooled as one sample; n = 4 samples. **e** CARD9 protein levels in three population of FACS-sorted cells. Hearts from three mice were used for sorting. Scale bar: 50 µm. Data represent the mean ± SEM. Two-tailed unpaired *t*-test (a) and one-way ANOVA followed by Tukey’s test for post hoc comparison (b and d) were used for statistical analysis. *p < 0.05, **p < 0.01, ***p < 0.001

### *Card9* KO enhances LV function and attenuates reversed remodeling post-MI

To determine the involvement of CARD9 in MI, we used *Card9* KO mice. The survival of the mice was analyzed and cardiac function was determined at 28 days post-MI. *Card9* KO increased the survival rate of MI mice from 70% to 82% (Fig. 2a), significantly decreased the LV end-systolic internal diameter, and increased the LV ejection fraction (Supplementary Table 1). Collectively, our results demonstrated that *Card9* deficiency restores cardiac function post-MI.

**Fig. 2:**
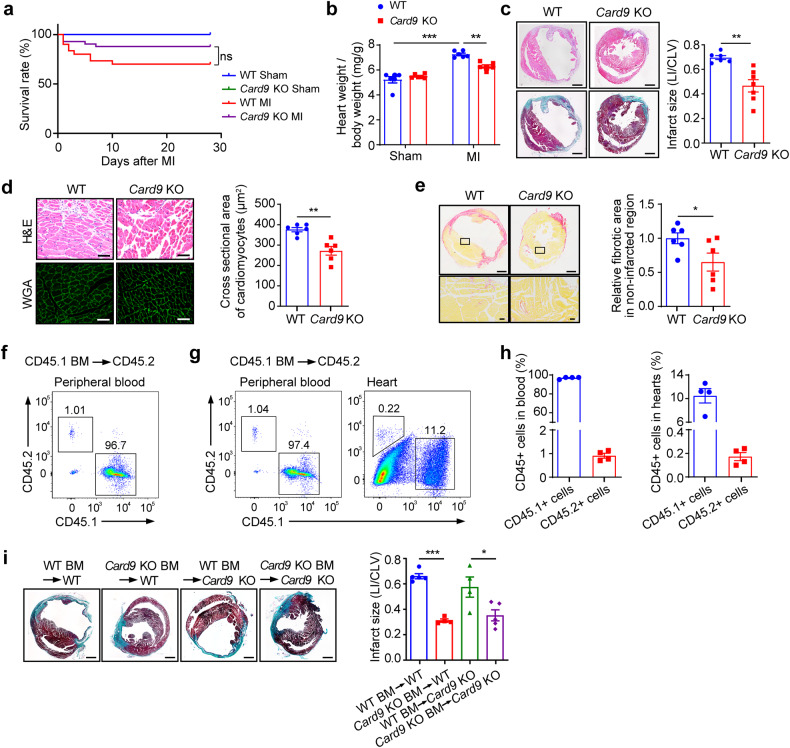
*Card9* knockout attenuates infarct size and adverse left ventricular remodeling post-MI. **a** Survival analysis of mice post-MI (*n* = 8, 8, 30, 41). **b** Ratios of heart weight to body weight at 28 days post-MI (*n* = 6). **c** H&E and Masson’s trichrome staining of cardiac sections at 28 days after MI. Infarct size is presented as the ratio of infarcted area length to left ventricular circumference (*n* = 6). **d** H&E and wheat germ agglutinin (WGA) staining of non-infarcted area. The bar graft shows cross-sectional area of myocytes (*n* = 6). **e** Sirus Red staining. Fibrotic area in non-infarcted region was measured and quantified as fold induction with respect to WT group (*n* = 6). **f** Flow cytometric analysis of CD45.1^+^ and CD45.2^+^ cells in the peripheral blood of CD45.2 mice transplanted with BM cells from CD45.1 mice (*n* = 3). **g** Detection of donor BM cell infiltration into the heart at 3 days post-MI. **h** Bar grafts show the percentage of CD45.1^+^ or CD45.2^+^ cells in g (*n* = 4). **i** Masson’s trichrome staining on cardiac sections from mice with BMT at 28 days post-MI and measurement of infarct size (*n* = 4-5). Scale bar: 1 mm (c, e top and i), 50 μm (d and e bottom). Data represent the mean ± SEM. One-way ANOVA followed by Tukey’s test (b and i) and two-tailed unpaired *t*-test (c, d, and e) were used for statistical analysis. *p < 0.05, **p < 0.01, ***p < 0.001

We further investigated whether CARD9 affects pathological remodeling. *Card9* KO attenuated heart weight/body weight ratio (Fig. 2b). Moreover, *Card9* KO reduced the infarct size compared with wild-type (WT) mice at 28 days post-MI (Fig. 2c) and suppressed the enlargement of cardiomyocytes (Fig. 2d) and interstitial fibrosis in non-ischemic regions (Fig. 2e). Collectively, these data provide the first evidence that *Card9* KO attenuates adverse cardiac remodeling following MI.

To exclude the influence of *Card9* KO on other *Card* family member expression, we examined the mRNA levels of these genes in BM-derived macrophages (BMDMs), BM neutrophils, heart, liver, lung, and kidney tissues, and found *Card9* KO did not affect *Card* family expression in these cells and tissues (Supplementary Fig. 2). Moreover, *Card9* KO mice exhibited no changes in body weight (Supplementary Fig. 3a) and the morphology of vital organs, such as the liver, lungs, and kidneys (Supplementary Fig. 3b).

As the expression of *Card11* was also significantly increased post-MI, we evaluated its role. We found that *Card11* KO did not change infarct size or cardiac function at 28 days post-MI (Supplementary Fig. 4a, b).

### *Card9* KO in BM cells results in protective effects post-MI

In the early post-MI stages, most macrophages are derived from infiltrated monocytes,^4,38,39^ exhibiting pro-inflammatory and pro-injury effects. CCR2 is a commonly used marker to distinguish the origin of cardiac macrophages. CCR2^-^ macrophages are embryonically derived, and CCR2^+^ macrophages are derived from circulating monocytes.^4,40^ We analyzed *Card9* expression in CCR2^+^ and CCR2^-^ macrophages using the cardiac CD45^+^ scRNA-seq dataset (GSE163465)^37^ and found the expression of *Card9* seemed marginally higher in CCR2^+^ macrophages, although the difference was not significant (*p* = 0.0556, Supplementary Fig. 5). To further explore the importance of CARD9 expression in infiltrating myeloid cells in MI, BM transplantation (BMT) experiments were performed in WT and *Card9* KO mice. We used mice expressing the CD45.1 allele as donors and CD45.2 mice with the same background as recipients to estimate BM reconstitution. Flow cytometric analysis confirmed that over 95% of the blood cells (with erythrocytes removed) from the CD45.2 recipients expressed the CD45.1 allele at 8 weeks after BMT (Fig. 2f), indicating successful BM reconstitution. These CD45.2 recipient mice were subjected to MI, and we observed that more than 10% of cells in the heart expressed CD45.1, whereas less than 0.5% of cells were CD45.2^+^ at 3 days post-MI (Fig. 2g, h), suggesting that many donor BM-derived cells had infiltrated into the heart.

WT and *Card9* KO recipient mice were induced MI after BM reconstitution. We found that transplantation of *Card9* KO BM cells into WT mice reduced the infarct size at 28 days post-MI compared to that in WT mice transplanted with WT BM cells. In contrast, transplantation of WT BM cells into *Card9* KO mice increased infarct size compared to that in *Card9* KO mice transplanted with *Card9* KO BM cells (Fig. 2i). These results confirmed that CARD9 from BM-derived cells contributed to cardiac injury and remodeling post-MI.

### *Card9* KO has no significant effect on angiogenesis but inhibits cardiomyocyte apoptosis and MMP expression

To explore the mechanism for CARD9 regulating MI, we first evaluated the angiogenic effect of *Card9* KO by staining endothelial cell marker at 7 days post-MI and observed that *Card9* KO did not significantly increase the number of microvessels in the border regions (Supplementary Fig. 6a). Moreover, we isolated BM-derived macrophages from WT and *Card9* KO mice (Supplementary Fig. 6b) and treated them with necrotic cells. We found that the levels of vascular endothelial growth factor A and fibroblast growth factor 2 were lower in *Card9*-deficient cells (Supplementary Fig. 6c), suggesting that mechanisms other than angiogenesis are responsible for the protective role of *Card9* KO.

Subsequently, we examined immune cell infiltration and found reduced macrophage and neutrophil recruitment in the border region of *Card9* KO mice at 3 days post-MI (Supplementary Fig. 7a, b) and fewer apoptotic cells (Fig. 3a), which were identified as cardiomyocytes (Fig. 3b). Moreover, cleaved caspase 3 in *Card9* KO hearts were reduced (Fig. 3c). Thus, *Card9* KO protects cardiomyocytes from secondary apoptosis after MI.

**Fig. 3:**
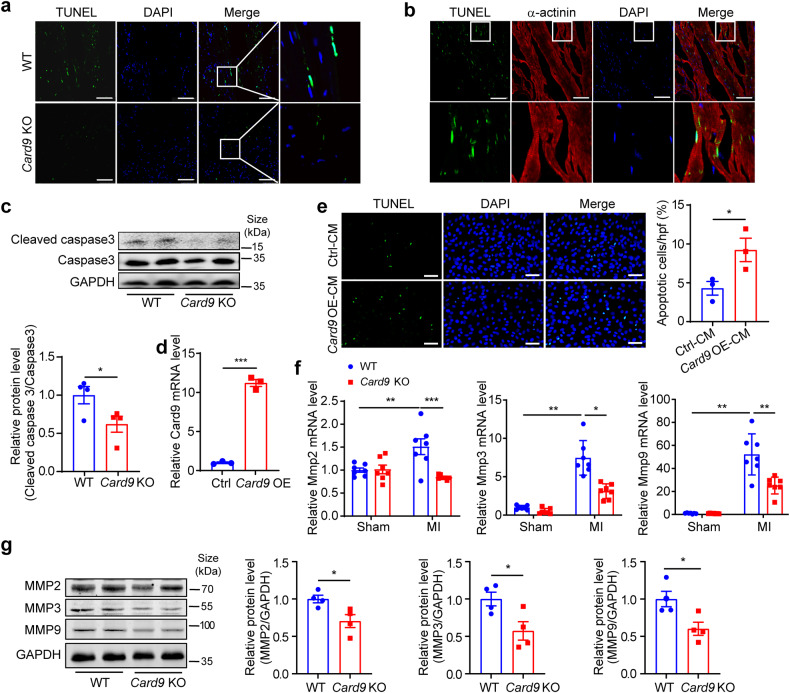
*Card9* knockout attenuates apoptosis of cardiomyocytes and *Mmp* expression post-MI. **a** TUNEL assay in border region of hearts at 3 days after MI. **b** TUNEL and α-actinin co-staining in the border region of WT hearts. Nuclei were stained with DAPI. **c** Cleaved caspase 3 protein levels in WT and *Card9* KO hearts at 3 days after MI, quantified as fold induction with respect to WT after normalization to Caspase 3 (*n* = 4). **d** qPCR analysis of *Card9* expression in *Card9*-overexpressing (OE) and Ctrl RAW264.7 cells, quantified as fold change with respect to Ctrl after normalizing to *Gapdh* (*n* = 3). **e** TUNEL assay in H9C2 cells treated with conditioned medium from Ctrl and *Card9* OE RAW264.7 cells. The percentage of apoptotic cells was calculated (*n* = 3). **f** The mRNA expression of *Mmp2*, *Mmp3* and *Mmp9* in hearts at 3 days after MI (*n* = 7), quantified as fold induction with respect to WT Sham after normalization to *Gapdh*. **g** MMP2, MMP3 and MMP9 protein levels in hearts, quantified as fold change with respect to WT after normalization to GAPDH (*n* = 4). Scale bar: 50 μm. Data represent the mean ± SEM. Two-tailed unpaired *t*-test (c, d, e and g) and one-way ANOVA followed by Tukey’s test (f) were used for statistical analysis. *p < 0.05, **p < 0.01

To further evaluate the function of macrophage *Card9* on cardiomyocyte apoptosis, *Card9* was overexpressed in RAW264.7 macrophages (Fig. 3d). H9C2 cardiomyocytes were treated with conditioned medium from *Card9*-overexpressing (OE) and control RAW264.7 cells, and it was observed that *Card9* OE conditioned medium increased the apoptosis of H9C2 cells (Fig. 3e).

Excessive expression of ECM-degrading proteases can cause cardiac injury following MI. We then assessed the expression of *Mmp* genes and found that *Card9* KO decreased *Mmp2*, *Mmp3*, and *Mmp9* mRNA levels (Fig. 3f) as well as the protein levels (Fig. 3g). Additionally, MMP2 and MMP9 staining were reduced in *Card9* KO hearts (Supplementary Fig. 7c, d). Regulation of MMPs may contribute to the protective effects in *Card9* KO mice post-MI. Moreover, we examined ECM-related gene expression 7 days post-MI and found that *Card9* KO increased *Col1a1*, *Col3a1*, and *Fn1* mRNA expression (Supplementary Fig. 8).

### *Card9* KO attenuates LCN2 expression in macrophages via NF-κB post-MI

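RNA of the heart tissue below the ligature was sequenced 3 days after surgery in 3 groups of male mice: WT mice after a sham operation (WT sham), WT mice after ligation of the left anterior descending coronary artery (WT MI), and *Card9* KO mice after the same ligation (*Card9* KO MI). Each group had 2 libraries. *Card9* KO mice after a sham operation were not analysed here, so genotype and infarction cannot be separated between *Card9* KO MI and WT sham. The mice were 12 weeks old by the sample labels and 10 to 14 weeks old by the methods. The authors enriched mRNA, sequenced it on an Illumina HiSeq instrument, mapped the filtered reads to the mm9 mouse genome with BWA and Bowtie2, and calculated an FPKM value, which is relative to gene length and library size, for each NCBI gene number. The deposited FPKM values have 2 decimals and list only genes above 0; a gene not listed was taken as 0. The WT sham libraries listed 14985 and 14935 genes, the WT MI libraries 15572 and 15627, and the libraries labelled *Card9* KO MI 15852 and 15717. Read counts were not analysed here. The depth was estimated instead from the steps between the lowest FPKM values, at about 3149606 and 3007519 fragments in WT sham, 4008016 and 3883495 in WT MI, and 4255319 and 4065041 in *Card9* KO MI. At these depths, 3 fragments on a transcript of 2 kb are worth an FPKM between 0.353 and 0.499, and lower values lie close to the detection limit.

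The targeted gene *Card9* (NCBI gene 332579; mm9 chromosome 2, 26207696 to 26216438, minus strand) had an FPKM of 0.99 and 1.03 in WT sham, 3.39 and 5.08 in WT MI, and 9.85 and 6.94 in the libraries labelled *Card9* KO MI. It was therefore not lower in the libraries labelled *Card9* KO MI than in WT MI (log2 fold change 0.85, standard error 0.23, adjusted p = 0.11 from limma with Benjamini-Hochberg adjustment), and the log2 fold change lay between 0.61 and 1.08 with each of the 4 infarct libraries left out in turn. An FPKM for the whole gene does not show which exons its fragments came from. Because *Card9* goes against the label, this group is named by its label throughout, and each direction between it and WT MI rests on that label.

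Genes with an FPKM of at least 1 in at least 2 of the 6 libraries, 13120 in all, were tested on log2(FPKM + 1) with the 3 groups in one limma fit, and an adjusted p below 0.05 was taken as a call. Log2 fold changes on this scale understate the change of low genes. Pearson's r across genes between the 2 libraries of a group was 0.975 in WT sham, 0.977 in WT MI and 0.975 in *Card9* KO MI; genes are not independent replicates. Between the libraries labelled *Card9* KO MI and WT MI, 107 genes were called higher and 77 lower. The filter on low values moved these counts most: without it, 7 genes were called higher and 5 lower, all 12 of them among these 184. Between WT MI and WT sham, 3637 genes were called higher and 1232 lower, and between *Card9* KO MI and WT sham 4569 higher and 1875 lower. Both splits changed with the scaling of the libraries. With upper-quartile scaling, 2832 genes were higher and 1855 lower in WT MI than in WT sham, and with quantile normalization 2198 higher and 2447 lower; the median log2 fold change of all tested genes was 0.19 in the values as deposited, 0.05 with upper-quartile scaling and −0.09 with quantile normalization. For *Card9* KO MI against WT sham, the corresponding counts were 3618 higher and 2533 lower, and 2755 higher and 3444 lower, at medians of 0.24, 0.09 and −0.10. The 10 most abundant genes held 16.1% and 16.4% of the summed FPKM in WT sham and from 8.99% to 10.6% in the infarct libraries.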

To investigate the molecular mechanism of CARD9 regulating the extent of cardiac injury after MI, we conducted RNA sequencing using infarcted heart tissue from WT and *Card9* KO mice. Gene ontology (GO) enrichment analysis on differentially expressed genes (DEGs) between WT MI and *Card9* KO MI groups showed that the downregulated genes were associated with secreted proteins, proteins involved in inflammation, and MMP-related proteins; whereas, the upregulated genes were ECM remodeling-related (Supplementary Fig. 9a, b). 

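GO annotation was not used here, and the terms of Supplementary Fig. 9a, b were followed with gene lists instead. No list stands for the secreted-protein term. Each list was tested with limma's camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 22 lists, and the medians are log2 fold changes of the libraries labelled *Card9* KO MI against WT MI. Among the down-regulated terms, all 3 metallothionein genes that could be tested were lower, with a median of −1.14 (adjusted p = 1.1e-04). This is not independent evidence, because *Mt1* and *Mt2* belong to the genes of Fig. 4a, which the study picked on these libraries; the remaining gene, *Mt3*, had a log2 fold change of −0.66 (adjusted p = 0.34). Of 27 inflammatory cytokine and receptor genes, 10 were higher (8 or 9 under the other scalings), and the median was −0.28 (adjusted p = 0.0018). This median was −0.16 without the genes of Fig. 4a (adjusted p = 0.013) and −0.13 without WT MI replicate 1, and over the other settings the adjusted p ranged from 8.2e-04 to 0.27. The 15 matrix metalloproteinase genes moved in both directions: 8 were higher, with a median of 0.03 (adjusted p = 0.85), against 7 higher and a median of −0.06 with quantile normalization, and the median was −0.02 without *Card9* KO MI replicate 2. *Mmp14* was the most abundant of them, with an FPKM of 49.13 and 63.26 in WT MI and 113.18 and 92.56 in *Card9* KO MI.

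Among the up-regulated terms, all 22 collagen genes were higher, with a median of 0.72 (adjusted p = 3.7e-17). The FPKM of the collagen genes summed to 1796 and 2170 in WT MI and to 3606 and 3381 in *Card9* KO MI. Of 41 extracellular matrix glycoprotein and proteoglycan genes, 39 were higher (38 with upper-quartile scaling or with scaling without the most abundant genes), with a median of 0.53 (adjusted p = 3.7e-17). The 8 MHC class II genes were higher as well (7 of them without WT MI replicate 2), with a median of 0.94 (adjusted p = 8.3e-06). The choice of set test moved these results most. With fry, a rotation test, the adjusted p was 0.013 for the collagens and for the glycoproteins and proteoglycans, 0.025 for the metallothioneins, 0.054 for MHC class II and 0.18 for the cytokines; of the 16 lists called by camera, 8 were called by fry. Camera with a correlation estimated for each list called 0 of the 22 lists, of which 6 had an unadjusted p below 0.05.

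**Figure D1:**
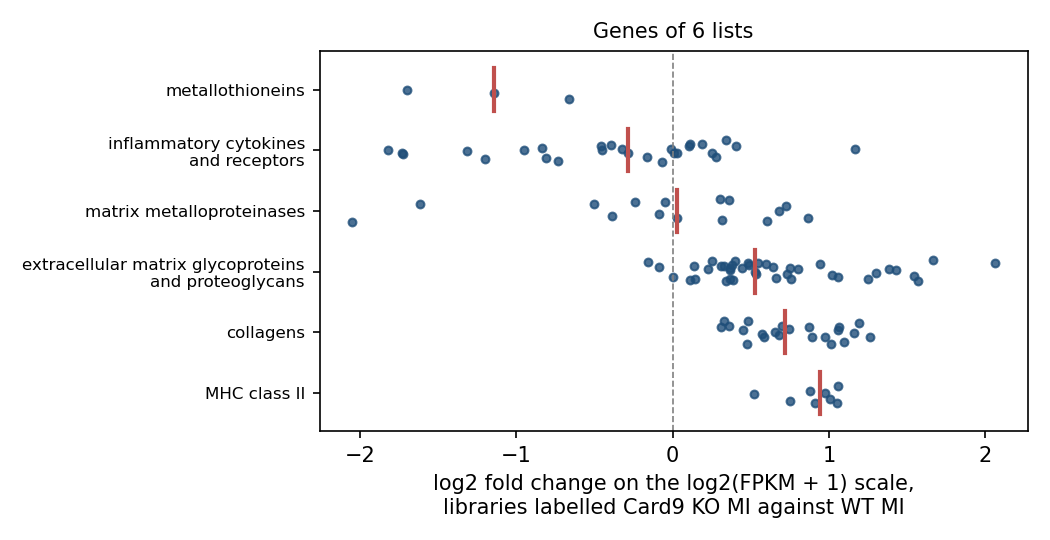
Log2 fold change of the libraries labelled *Card9* KO MI against WT MI, on the log2(FPKM + 1) scale (horizontal axis), for the tested genes of 6 lists (vertical axis). Each point is a gene, the red bar is the median of the list and the dashed line marks 0: all collagen and MHC class II genes lie above 0, all 3 metallothioneins below it, and the metalloproteinases on both sides.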

Among the downregulated genes in *Card9* KO hearts, the change in *Lcn2* expression compared to that in WT hearts was the most significant (Fig. 4a and supplementary Fig. 9c). In contrast, its expression was increased in MI hearts compared to that in sham hearts. 

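*Lcn2* (NCBI gene 16819; mm9 chromosome 2, 32240153 to 32243317, minus strand) encodes a secreted protein. Its FPKM was 268.76 and 203.93 in WT MI (236 ± 45.8, SD, n = 2) and 6.98 and 7.27 in the libraries labelled *Card9* KO MI (7.13 ± 0.205, SD, n = 2), or about 986 and 725 fragments against 27.2 and 27.0 at the estimated depth. The mean in *Card9* KO MI was 3.01% of that in WT MI. The log2 fold change was −4.86 (standard error 0.20, adjusted p = 2.0e-04 from limma). It ranged from −4.30 with an FPKM of 5 added before the logarithm to −5.02 with 0.1 added, and from −4.66 to −5.05 with each infarct library left out in turn; the adjusted p ranged from 2.5e-05 to 0.0115 over the settings. Among the genes called lower by limma, *Lcn2* ranked 1 by log2 fold change and by p. In the paper's screen as recomputed here, it ranked 3 of 57 lower genes by diverge probability. *Snord69*, with an FPKM of 21.12 and 0 in WT MI, and *Gm3776* ranked above it, and both are listed at 0 in both libraries labelled *Card9* KO MI.

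The other genes in the right panel of Fig. 4a were lower too, with log2 fold changes between −2.05 for *Mmp9* and −0.90 for *Hbb-b1*. In 18 of the 20 genes the libraries of WT MI and *Card9* KO MI did not overlap. By limma, 10 of the 20 had an adjusted p below 0.05 over all genes tested, and 18 when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. *Serpina3n* (mm9 chromosome 12, 105644939 to 105652539) had an FPKM of 116.45 and 141.02 in WT MI and 32.47 and 35.68 in *Card9* KO MI, a log2 fold change of −1.88 (adjusted p = 0.0042). *Mmp9* (chromosome 2, 164766280 to 164781350) had an FPKM of 24.91 and 10.15 against 3.26 and 2.94 (adjusted p = 0.045, from 0.026 to 0.12 over the settings), with a log2 fold change of −1.44 without WT MI replicate 1 and −2.66 without WT MI replicate 2. *Mmp3* (chromosome 9, 7445822 to 7455972) had 14.0 and 14.37 against 4.12 and 3.78 (log2 fold change −1.62, adjusted p = 0.017, from 0.0049 to 0.079). *S100a8* and *S100a9* each had a log2 fold change of −1.73 (adjusted p = 0.094 for both), which was −1.03 and −1.11 without WT MI replicate 1, and the 18 neutrophil marker genes tested outside this panel were lower as well. The fall of *Dbp* (−1.54, adjusted p = 0.024) came with that of 9 other clock output genes. One library decided several values. The log2 fold change of *Car3*, −1.64, was −0.33 without *Card9* KO MI replicate 1, in which all 7 adipocyte markers tested were at their lowest, and −0.67 without WT MI replicate 1. That of *Hbb-b1* was −0.15 without WT MI replicate 2, where 5 of 6 other erythroid genes were at their highest. *Oaz1-ps*, a pseudogene, had a log2 fold change of −1.38, which was −0.79 without WT MI replicate 2 and −0.91 without *Card9* KO MI replicate 2. The paper ranks these genes by diverge probability in Supplementary Fig. 9c and states that the change in *Lcn2* was the most significant among the down-regulated genes.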

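In WT sham, the FPKM of *Lcn2* was 1.9 and 3.17 (2.54 ± 0.898, SD, n = 2), which stands for about 5.48 and 8.72 fragments, so its level without infarction is known only roughly. The WT MI mean was 93.2-fold the WT sham mean. On the log2(FPKM + 1) scale the change was 6.08 (standard error 0.20, adjusted p = 5.2e-06 from limma), with a range from 4.99 to 6.52 over an added FPKM of 5 or 0.1 and from 5.82 to 6.34 with each of the 4 libraries left out in turn. In the libraries labelled *Card9* KO MI, the mean was 2.81-fold that of WT sham (log2 fold change 1.22, standard error 0.20, adjusted p = 0.0017). Among the genes called higher in WT MI than in WT sham, *Spp1* (6.68) and *H2ac24*, which is listed at 0 in WT sham, ranked above *Lcn2* by log2 fold change. The 20 genes of the right panel of Fig. 4a were all higher in WT MI than in WT sham, 19 of them with an adjusted p below 0.05. The exception was *Car3*, with a log2 fold change of 0.89 (adjusted p = 0.44), or −0.08 without WT MI replicate 1. Both comparisons use the same WT MI libraries. In 20 simulations, all 6 libraries were drawn from the same mean per gene, so that no group differed. On average, 87.5% of the genes lower than WT MI were then also higher in WT MI than in WT sham, with a range from 83.2% to 91.7%. Without an effect of infarction, this shows only which way the shared libraries push and is no baseline for the data. Over the 1125 genes with an unadjusted p below 0.05 and a lower value in the libraries labelled *Card9* KO MI, the observed share was 39.2%, against 64.4% of all genes tested.

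**Figure D2:**
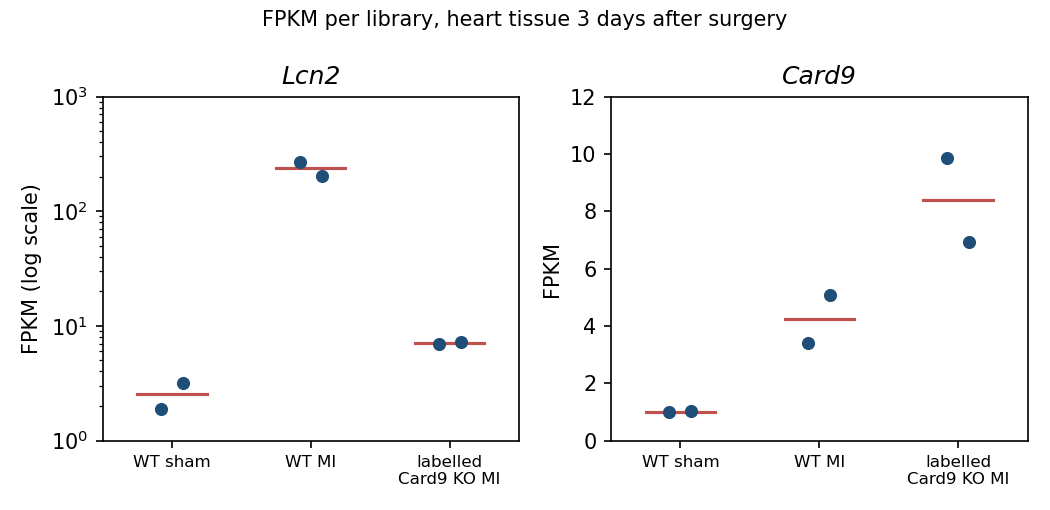
FPKM of *Lcn2* (left, log axis) and *Card9* (right, linear axis) in the 6 libraries of WT sham, WT MI and the group labelled *Card9* KO MI. Each point is a library and the red line is the mean of the group. *Lcn2* lies above 200 in both WT MI libraries and below 8 in the other 4, while *Card9* lies between 6.94 and 9.85 in the libraries labelled *Card9* KO MI, above both WT MI libraries.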

The regulation of *Lcn2* mRNA expression by CARD9 was confirmed in the heart post-MI (Fig. 4b). Moreover, we found the mRNA levels of *Lcn2* were elevated at 1 day and 3 days after MI and returned to the baseline level at 7 days (Fig. 4b). The change in plasma LCN2 levels also showed a similar pattern (Fig. 4c); however, *Card9* KO inhibited the increase in LCN2 levels at 3 days post-MI (Fig. 4b, c). These results suggest that LCN2 may be produced by inflammatory cells. Therefore, we co-stained LCN2 with macrophage marker F4/80 and found that LCN2 was expressed in macrophages (Fig. 4d). Subsequently, we stimulated BMDMs from WT and *Card9* KO mice with necrotic cells, and found that *Card9* KO counteracted the increase in *Lcn2* mRNA expression (Fig. 4e) and protein release into the cell culture supernatant (Fig. 4f). In *Card9* OE RAW264.7 cells, the mRNA expression (Fig. 4g) and protein release (Fig. 4h) of LCN2 also increased.

**Fig. 4:**
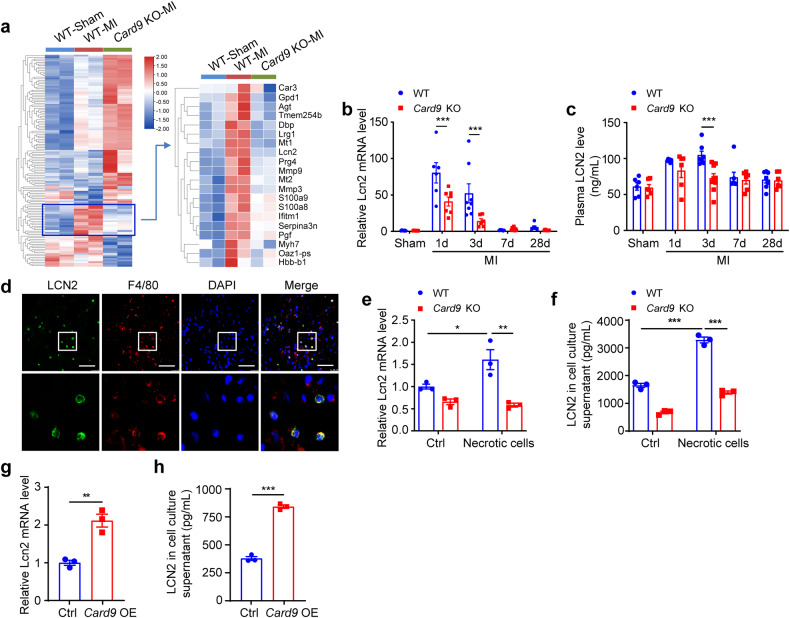
*Card9* knockout attenuates *Lcn2* expression in macrophages post-MI. **a** Heat map of DEGs between WT-MI and *Card9* KO-MI groups (*n* = 2). **b** *Lcn2* mRNA expression in WT and *Card9* KO hearts post-MI (*n* = 6–8). **c** Detection of LCN2 plasma levels by ELISA (*n* = 6–9). **d** Co-staining of LCN2 and F4/80 in the border region of WT cardiac tissues at 3 days after MI. Nuclei were stained with DAPI. **e** *Lcn2* mRNA expression in necrotic cell-stimulated WT and *Card9* KO BMDMs, quantified as fold induction with respect to WT Ctrl after normalization to *Gapdh*. **f** ELISA analysis of LCN2 levels in cell culture supernatant (*n* = 3). **g** qPCR analysis of *Lcn2* expression in *Card9* OE RAW264.7 cells, quantified as fold change with respect to Ctrl after normalizing to *Gapdh*. **h** ELISA analysis of LCN2 levels in cell culture supernatant (*n* = 3). Scale bar: 50 μm. Data represent the mean ± SEM. Two-way ANOVA followed by Bonferroni’s test (**b**, **c**), one-way ANOVA followed by Tukey’s test (e and f), and two-tailed unpaired *t*-test (g and h) were used for statistical analysis. *p < 0.05, **p < 0.01, ***p < 0.001

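The heat map of Fig. 4a rests on 2 libraries per group. With the paper's criteria, 125 genes were higher and 57 lower in the libraries labelled *Card9* KO MI than in WT MI, out of 17164 genes listed in at least 1 of the 4 libraries. The limma fit also called 48 of the higher and 27 of the lower genes. All genes of the right panel were among the lower ones, which held 37 others, and 13 of the 57 are listed at 0 in both *Card9* KO MI libraries. The threshold on the probability moved these counts most: at 0.9, 8 genes were higher and 8 lower.

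Among the limma calls, the largest falls after *Lcn2* were those of *Gm3776* and *H2-Q9*, which are listed at 0 in both *Card9* KO MI libraries and belong to gene families in which mapped reads can be shared between copies. *Plac9a* followed with an FPKM of 52.22 and 43.53 in WT MI and 5.66 and 10.33 in *Card9* KO MI (log2 fold change −2.49, adjusted p = 0.014), and *Chil3* with 86.47 and 57.22 against 13.71 and 12.11 (−2.36, adjusted p = 0.0073). The largest rises were those of *Sprr2a1* and *Sprr2a2*, whose values are identical in every library (0.93 and 1.14 against 18.27 and 18.52), so that their reads were not told apart. *Ptn* rose from 1.14 and 3.41 to 18.94 and 17.42 (log2 fold change 2.64, adjusted p = 0.019), and *Fcrls* from 8.95 and 13.8 to 62.8 and 49.49 (2.23, adjusted p = 0.021). *Snord123* is listed at 0 in all WT sham and WT MI libraries and at 4.39 and 4.57 in *Card9* KO MI.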

LCN2 is reported to be regulated by NF-κB,^41,42^ and we have previously observed that *Card9* KO attenuates necrotic smooth muscle cells-induced NF-κB activation.^33^ Thus, we hypothesized that CARD9 regulated LCN2 via NF-κB. To test this hypothesis, we first examined NF-κB activation in cardiac tissue after MI, and found that *Card9* KO attenuated the phosphorylation of its p65 subunit (Fig. 5a). *Card9* KO also abolished necrotic cell-induced phosphorylation of p65 in BMDMs (Fig. 5b). When *Card9* OE RAW264.7 macrophages were treated with NF-κB inhibitor, the mRNA expression and protein release of LCN2 were inhibited (Fig. 5c, d). These data indicated that CARD9 may regulate LCN2 expression through NF-κB.

**Fig. 5:**
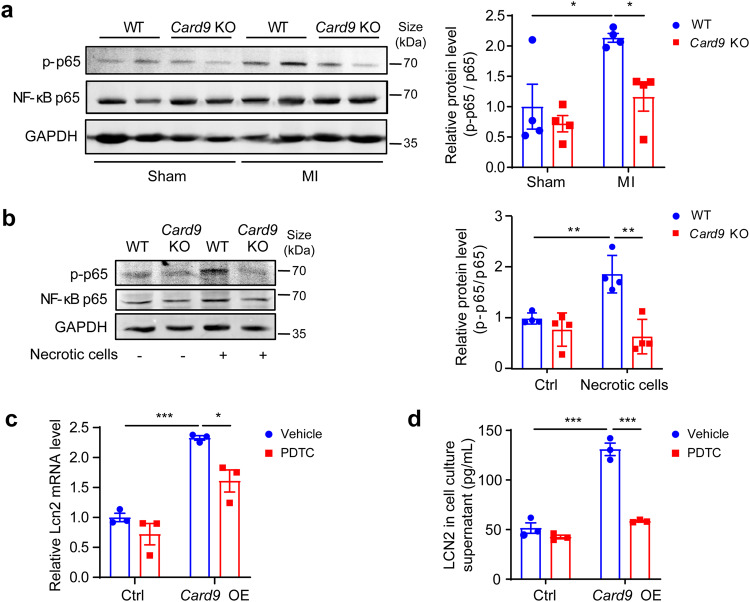
CARD9 regulates *Lcn2* expression via NF-κB activation. **a** Protein levels of phosphorylated p65 in WT and *Card9* KO hearts at 3 days after MI, quantified as fold induction with respect to WT Sham after normalization to total p65 (*n* = 4). **b** Protein level of phosphorylated p65 in necrotic cell-treated WT and *Card9* KO macrophages, quantified as fold induction with respect to WT Ctrl after normalization to total p65 (*n* = 4). *Card9* OE RAW264.7 cells were treated with ammonium pyrrolidine dithiocarbamate (PDTC). **c** *Lcn2* mRNA expression was analyzed by qPCR, quantified as fold change with respect to Ctrl vehicle after normalizing to *Gapdh* (*n* = 3). **d** LCN2 protein in cell culture supernatant detected by ELISA (*n* = 3). Data represent the mean ± SEM. One-way ANOVA followed by Tukey’s test were used for statistical analysis. *p < 0.05, **p < 0.01, ***p < 0.001

### LCN2 mediates the effect of CARD9 post-MI

To determine the function of LCN2 in MI, we ligated the left coronary artery of *Lcn2* KO mice. We observed that *Lcn2* KO considerably increased the survival (Fig. 6a), diminished infarct size (Fig. 6b), and ameliorated cardiac function (Fig. 6c) post-MI in these mice. However, the administration of recombinant mouse LCN2 to *Card9* KO mice after MI increased death, although it was not statistically significant owing to the limited number of mice (Supplementary Fig. 10a), enlarged infarct size (Supplementary Fig. 10b), and worsened cardiac function (Supplementary Fig. 10c).

**Fig. 6:**
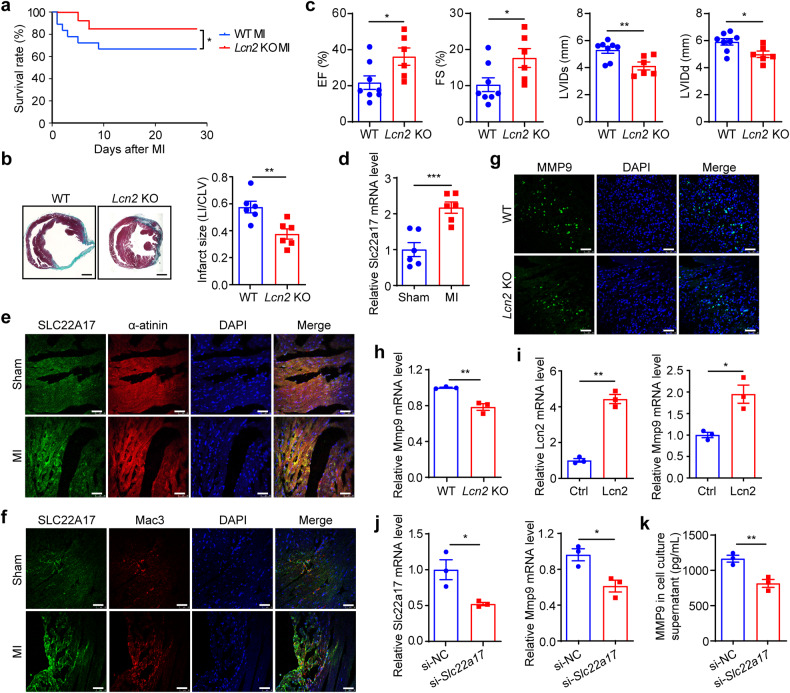
LCN2 mediates cardiac injury in MI and enhanced MMP9 expression in macrophages. **a** Survival curve of WT and *Lcn2* KO mice post-MI (*n* = 18,13). **b** Masson’s trichrome staining at 28 days post-MI. Infarct size is presented as the ratio of infarcted area length to left ventricular circumference (*n* = 6). **c** Echocardiographic analysis of left ventricular end-systolic internal diameter (LVIDs), left ventricular end-diastolic internal diameter (LVIDd), ejection fraction (EF) and fractional shortening (FS) (*n* = 8, 6). **d** *Slc22a17* mRNA expression in cardiac tissues of sham and 3 days post-MI groups, quantified as fold induction with respect to Sham after normalization to *Gapdh* (*n* = 6). Co-staining of SLC22A17 and Mac 3 (**e**) or α-actinin (**f**) in the border region of WT hearts from sham and 3 days post-MI mice. **g** MMP9 staining in WT and *Lcn2* KO mouse hearts at 3 days post-MI. Nuclei were stained with DAPI. **h** *Mmp9* mRNA expression in BMDMs from WT and *Lcn2* KO mice at 3 days post-MI, quantified as fold induction with respect to WT after normalization to *Gapdh* (*n* = 3). **i** qPCR analysis of *Lcn2* and *Mmp9* expression in *Lcn2*-overexpressed RAW264.7 cells, quantified as fold induction with respect to Ctrl after normalizing to *Gapdh* (*n* = 3). **j** BMDMs were transfected with Slc22a17 siRNA and Slc22a17 and Mmp9 expression was assayed by qPCR, quantified as fold induction with respect to si-negative ctrl (NC) after normalization to *Gapdh* (*n* = 3). **k** ELISA analysis of MMP9 protein in cell culture supernatant (*n* = 3). Scale bar: 1 mm (**b**) and 50 μm (**e**, **f** and **g**). Data represent the mean ± SEM. Two-tailed unpaired *t*-test was used for statistical analysis. *p < 0.05, **p < 0.01, ***p < 0.001

### LCN2 induces *Mmp9* expression in macrophages

To explore the mechanism by which LCN2 regulates the extent of cardiac injury after MI, we first identified the expression and cellular localization of the LCN2 receptor solute carrier family 22 member 17 (SLC22A17) in the cardiac tissue. We found *Slc22a17* mRNA expression elevated after MI (Fig. 6d), and immunofluorescence staining revealed SLC22A17 expression in both cardiomyocytes and macrophages (Supplementary Fig. 11a, b). Moreover, the intensity of SLC22A17 staining was enhanced in the MI hearts (Fig. 6e, f).

LCN2 stimulation induces cardiomyocyte apoptosis,^43^ possibly contributing to the effect of LCN2 on cardiac injury post-MI. Additionally, we assessed MMP9 expression in MI hearts and observed less MMP9 staining in *Lcn2* KO cardiac sections (Fig. 6g). We isolated BMDMs from WT and *Lcn2* KO MI mice and detected decreased *Mmp9* expression in *Lcn2* KO cells (Fig. 6h). Furthermore, *Lcn2*-overexpression in RAW264.7 resulted in increased *Mmp9* expression (Fig. 6i). These results suggested that LCN2 regulates MMP9 expression after MI. Subsequently, we interrupted SLC22A17 expression in WT BMDMs to identify the involvement of SLC22A17 in LCN2-mediated regulation of MMP9 and found that SLC22A17 knockdown reduced Mmp9 mRNA expression (Fig. 6j) and MMP9 release into the supernatant with recombinant LCN2 treatment (Fig. 6k).

## Discussion

Our study revealed a critical role for CARD9 in macrophage in regulating cardiac injury post-MI. CARD9 is an adapter molecule that mediates pathogen-associated molecular pattern (PAMP)-activated downstream signaling of PRRs. However, whether CARD9 is involved in DAMP-induced innate immunity remains unclear. Our previous study showed that necrotic smooth muscle cells in vein grafts activated NF-κB in macrophages through CARD9, revealing the function of CARD9 in mediating necrotic cell-induced inflammation for the first time.^33^ MI also activates innate immunity. DAMPs released by necrotic cells activate inflammatory cells that infiltrate the border region. Dectin-1 and Dectin-2, which belong to the CLR family of PRRs, are involved in cardiac ischemia.^44,45^ We detected an increase in *Card9* expression in the myocardium, beginning as early as 1 day after MI, peaking at 3 days, and decreasing thereafter, suggesting that CARD9 is involved in myocardial ischemic injury. Furthermore, using *Card9* KO mice, we identified CARD9 as a key mediator of injury and adverse remodeling after MI.

Our results demonstrated that CARD9 was mainly expressed in CD45^+^ F4/80^+^ macrophages. Furthermore, a BMT experiment confirmed that CARD9 in BM-derived cells mediated myocardial ischemic injury. Alteration of the ECM is vital for the repair post-MI, particularly for collagen-based scar formation. Macrophages, particularly classically activated macrophages, are an essential source of MMPs that degrade ECM following MI.^46^ Strategies that alter macrophage polarization and decrease MMP expression or activation may help to preserve the structural integrity and function of the heart post-MI. We found that *Card9* KO attenuated *Mmp9* expression following MI, which may have contributed to the protective effect of *Card9* KO. In exploring the downstream consequences of CARD9 activation, we identified LCN2 using RNA sequencing. LCN2 is a glycoprotein first identified in neutrophils. However, further studies have also found that LCN2 may be released by various cells, such as epithelial cells, macrophages, and hepatocytes, during inflammation or injury.^47–49^ LCN2 binds directly to MMP9, thereby protecting it from degradation and enhancing its proteolytic activity.^50^ LCN2 serum levels are increased in both patients with MI and animal models^48,51^ and are associated with adverse outcomes.^51,52^ Here, we demonstrated that *Lcn2* deletion enhanced cardiac function and limited infarct scar size post-MI, which is consistent with a previous study.^53^ The direct interaction between LCN2 and MMP9 may be one of the mechanisms underlying the post-MI regulatory role of LCN2. Moreover, LCN2 has been reported to induce apoptosis in cultured cardiomyocytes by inhibiting autophagy and increasing intracellular iron accumulation,^43^ and LCN2-siderophore-iron complexes increase ROS generation and decrease oxidative phosphorylation in mitochondria, which can also cause injury to cardiomyocytes.^54^ We found that *Lcn2* overexpression increased *Mmp9* expression in macrophages, and *Lcn2* KO reduced MMP9 post-MI. Thus, LCN2 may mediate post-MI cardiac injury by regulating cardiomyocyte apoptosis and MMP9 expression.

CARD9 is located in the cytoplasm and, therefore, cannot directly regulate the expression of *LCN2*. However, the presence of an NF-κB response element in the *LCN2* promoter has been reported, and NF-κB is a positive regulator of *LCN2* expression.^41,42,55^ Our study showed that CARD9 mediated NF-κB activation in the heart following MI. When NF-κB activation was inhibited, *Card9* overexpression-induced *Lcn2* expression in macrophages was diminished, which is consistent with the results of *Card9* KO. Our results suggest that CARD9 might regulate *Lcn2* expression in macrophages via NF-κB activation.

CARD9 also expresses in neutrophils and dendritic cells in addition to macrophages. CARD9 deficiency impairs neutrophil function in fungal infections and autoimmune diseases.^30,56,57^ Neutrophil-specific deletion of CARD9 inhibits inflammatory reactions in mice with autoantibody-induced arthritis and dermatitis.^30^ Neutrophils infiltrate immediately after the onset of MI and are involved in injury and repair processes. We detected much lower CARD9 expression in CD45^+^ F4/80^-^ cells than in macrophages, indicating that CARD9 mainly regulates macrophage function; however, we cannot exclude the effect of CARD9 on other myeloid cells. CARD9 has been reported to be increased in H9C2 cells and neonatal rat cardiomyocytes treated with hypoxia/reoxygenation or hydrogen peroxide, inhibiting apoptosis and promoting autophagy of cardiomyocytes during myocardial ischemia/reperfusion (I/R).^58,59^ The differences with our findings may be attributed to the distinct mechanisms of I/R and MI. Indeed, in I/R, oxidative stress owing to consistent ROS production during reperfusion is the primary cause of cardiomyocyte injury; whereas in MI, ischemia induces necrosis and apoptosis of cardiomyocytes, and infiltration of immune cells in the border region contributes to healing or further injury.

Revealing the role of CARD9 and LCN2 in MI provides us potential molecular targets for cardiac ischemic diseases. Because LCN2 is a secreted protein, blocking its effect using antibodies may be a new therapeutic strategy for MI. Several other *Card* genes have been detected increased post-MI in addition to *Card9*. A previous study shows that *Card3* KO in mice alleviates LV remodeling and dysfunction post-MI and *Card3* overexpression in cardiomyocytes has the opposite effects.^60^ CARD6 and CARD15 protect against pressure overload-induced cardiac hypertrophy.^61,62^ The effects of other CARD family members in cardiac ischemia can be explored in the future.

In conclusion, the present study demonstrated the vital role of the innate immune protein CARD9 in cardiac injury after MI. CARD9 upregulated *Lcn2* expression via NF-κB activation in macrophages, which in turn increased MMP9 expression, contributing to the enlargement of the injured area and adverse remodeling (Supplementary Fig. 12).

## Materials and methods

### Animals and MI model

*Card9* KO mice were constructed as previously described.^28^ *Lcn2* KO mice were obtained from the Jackson Laboratory (Bar Harbor, ME, USA). CD45.1 strain mice were obtained from Cyagen (Suzhou, Jiangsu, China). The above strains are all on a C57BL/6 genetic background. Ten- to fourteen-week -old *Card9* or *Lcn2* KO male mice were used, and Wild-type (WT) littermates and C57BL/6 mice were used as controls. All mice could freely get food and water. The experiments were conformed to the US National Institutes of Health Guide for the Care and Use of Laboratory Animals and approved by the Institutional Animal Care and Use Committee of Capital Medical University. Experimental MI in mice was induced by ligation of the left anterior descending coronary artery as previously described.^63^ Anesthesia of mice was achieved with 1.5- 3% isoflurane in 100% oxygen. The same surgery was performed on sham group mice without ligation. Recombinant mouse LCN2 (Sino Biological, Beijing, China) was given to *Card9* KO mice via angular vein injection on day -0, -1, and -3 post-MI at a dose of 30 µg per mouse. Mice were sacrificed by carbon dioxide (CO_2_) at different time points post-MI, and their hearts were harvested for further experiments.

### Cell isolation and culture

BMDMs were isolated following protocols we previously described.^33^ Obtained cells were cultured in RPMI-1640 medium (Gibco, Waltham, MA, USA) supplemented with 10% fetal bovine serum (FBS, Gibco), penicillin-streptomycin and 50 ng/mL of macrophage colony-stimulating factor (PeproTech, Rocky Hill, NJ). Three days later, the BMDMs were harvested with trypsin and reseeded in culture plates for further use.

The RAW264.7 cells and H9C2 cardiomyocytes were maintained in Dulbecco’s modified Eagle’s medium (DMEM; Gibco) with 10% FBS and penicillin-streptomycin. Confluent monolayers of H9C2 cells were harvested by trypsinization and resuspended in the BMDM growth medium at the density of 1×10^6^ cells/mL. Necrotic cardiomyocytes used for macrophage stimulation in vitro were produced by subjecting the cell suspensions to five freeze - thaw cycles in liquid nitrogen and 37 °C.^64,65^

Necrotic cells were given to WT and *Card9* KO BMDMs at a 3:1 ratio (necrotic cells: macrophages), and an equal volume of medium with five freeze - thaw cycles was used for control experiments. Four hours after stimulation, the medium was removed and fresh medium was added. After an additional 20 h of culture, the supernatants of cells were collected for LCN2 detection.

### Bone marrow transplantation

BMT was carried out as previously described.^66^ Briefly, eight- to ten-week-old male recipient mice received total body irradiation at a dose of 10 Gy from a cobalt-60 source. BM cells were isolated from age-matched male donors and suspended in a serum-free RPMI-1640 medium. Four hours after irradiation, a 200 µL aliquot of BM cell suspension containing 1 × 10^7^ cells was injected into recipient mice through the angular vein. The mice were kept with acidified water containing 100 mg/L fluconazole and 100 mg/L levofloxacin after irradiation for 2 weeks and switched to acidified water without antibiotics for an additional 6 weeks. Eight weeks after BMT, the mice were given a MI surgery. CD45.2 strain mice received BM cells from CD45.1 strain were used for BM reconstitution evaluation. Cells with CD45.1 or CD45.2 expression in the blood were analyzed by flow cytometry.

### Echocardiographic imaging

Transthoracic echocardiography of mice was carried out with a Vevo 770 system^66^ (Fujifilm VisualSonics, Ontario, Canada) during anesthesia with 1.5–3% isoflurane in 100% oxygen at 28 days post-MI. Two-dimensional images of the short axis of LV were taken. LV wall thickness and internal diameters were measured for five consecutive beats and averaged in M-mode. Ejection fraction and fractional shortening were calculated.

### Gene overexpression and knockdown

A plasmid expressing mouse *Card9* with a C-terminal FLAG-tag and a neomycin resistance gene was constructed by GeneChem (Shanghai, China). A plasmid expressing mouse *Lcn2* with a C-terminal FLAG-tag was purchased from Sino Biological. siRNA against mouse *Slc22a17* (target sequence: 5’-CCATCACAACCTTCTCTGT-3’) was synthesized by Rui Biotech (Guangzhou, China).

For *Card9* overexpression, *Card9* plasmid transfection into RAW264.7 cells were carried out using Lipofectamine 3000 (Invitrogen), and the same vector expressing GFP was used as a control. The culture medium was discarded and a fresh selective medium containing G418 (Geneticin, Gibco) was added to cells after 24 hours. The selective medium was refreshed every 3 days for a period of 14 days, after which *Card9*-overexpressing cells were obtained. Equivalent numbers of *Card9*-overexpressing and control RAW264.7 cells were plated, and the cell culture supernatant was collected after 48 hours for detection of LCN2 levels and treatment of H9C2 cells as conditioned medium. Cells were treated with ammonium pyrrolidinedithiocarbamate (PDTC; Sigma-Aldrich, St. Louis, MO, USA), the NF-κB inhibitor, at 10 μM for 24 hours, and then RNA was isolated and the supernatant was collected for LCN2 detection. The same volume of vehicle was used as control.

For *Lcn2* overexpression, RAW264.7 cells were transfected with *Lcn2* plasmid using the 4D-Nucleofector X-unit (Lonza, Basel, Switzerland). An empty plasmid was used as a control. Forty-eight hours after transfection, RNA was isolated and overexpression of *Lcn2* was confirmed by quantitative PCR (qPCR) analysis.

For Slc22a17 knockdown, WT BMDMs were transfected with si-Slc22a17 and si-negative control using Lipofectamine RNAiMAX Reagent (Invitrogen) and cultured for 24 h. The medium was then refreshed, and recombinant mouse LCN2 was added to the cells at 2 μg/mL 48 h after transfection. After incubation for an additional 24 hours, RNA was isolated and the cell culture supernatant was collected to examine MMP9 protein levels.

### Assessment of cardiomyocyte apoptosis

Death of cardiomyocytes at the border region of the infarcted heart was detected using the DeadEnd^TM^ Fluorometric TUNEL kit (Promega, Madison, WI, USA).

H9C2 cells were treated with conditioned medium from *Card9*-overexpressing and control RAW264.7 cells for 48 h, and then their apoptosis was evaluated using TUNEL staining.

### Enzyme-linked immunosorbent assay (ELISA)

Plasma was separated from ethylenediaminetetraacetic acid (EDTA) anti-coagulated blood samples of mice by centrifugation at 3000 rpm/min for 10 min at 4 °C. Cell culture medium was subjected to a centrifugation at 2000 ×g for 10 min at 4 °C in a refrigerated centrifuge to collect supernatant. LCN2 levels were determined using mouse LCN2 ELISA kits (LCN2 in plasma: R&D Systems, Minneapolis, MN, USA; LCN2 in cell culture supernatant: Abcam, Cambridge, UK). MMP9 levels in the cell culture supernatants were detected using a mouse MMP9 ELISA kit (RayBiotech, Norcross, GA, USA).

### Cardiac cell sorting

Hearts from WT mice 3 days post-MI were perfused with cold PBS, cut into small pieces, and dissociated with collagenase Ia (Sigma-Aldrich) at 37 °C for 30 min to obtain single-cell suspensions, which were then used for fluorescence-activated cell sorting (FACS) and magnetic-activated cell sorting (MACS). For FACS, the cells were incubated with PerCP-Cy5.5-labeled anti-CD45 (550994, BD Biosciences, San Jose, CA, USA) and PE anti-F4/80 (12480182, eBioscience, San Diego, CA, USA) at 4 °C for 30 min in the dark, and the expression of the two molecules was analyzed on FACS Aria III (BD Bioscience). CD45^-^, CD45^+^F4/80^-^, and CD45^+^F4/80^+^ cell populations were collected, and CARD9 protein expression in these populations was assayed with western blotting. For MACS, the cells were first incubated with biotin anti-CD45 (13045182, eBioscience) and sorted using the Release Mouse Biotin Positive Selection Kit (STEMCELL, Seattle, WA, USA) to obtain CD45^-^ and CD45^+^ cells. Subsequently, CD45^+^ cells were incubated with PE anti- F4/80 and sorted using a mouse PE-positive Selection Kit (STEMCELL) to obtain CD45^+^F4/80^-^ and CD45^+^F4/80^+^ cells. *Card9* mRNA level in these cells was evaluated by qPCR.

### Flow cytometric analysis

EDTA anti-coagulated whole blood and cardiac single-cell samples were incubated with PE-CF594 anti-CD45.1 (562452) and V500 anti-CD45.2 (562129), which were purchased from BD Biosciences, for 30 min in the dark. Red blood cells were removed with exposure to the lysis buffer for 1 min. Data were collected with an LSR Fortessa cell analyzer (BD Biosciences).

### Quantitative PCR

Total RNA isolation, complementary DNA synthesis, and qPCR analysis were performed following protocols we previously described.^67^ The expression of genes was normalized to *Gapdh*. The primers are shown in Supplementary Table 2.

### Histopathology

Heart tissues were fixed, embedded and cut into sections as described previously.^33^ Subsequently, the cardiac sections were subjected to various staining procedures: hematoxylin and eosin (H&E) staining for morphological observation, Sirius red and Masson’s trichrome staining for fibrosis and infarct area analysis, and wheat germ agglutinin (Sigma-Aldrich) staining for cellular hypertrophy evaluation. For immunohistochemical analysis, sections were labeled with primary antibodies followed by HRP-linked secondary antibodies. Diaminobenzidine tetrahydrochloride was used for the colorimetric reaction. For immunofluorescence, frozen sections were labeled with primary antibodies followed by Alexa Flour 488- or Alexa Flour 555-conjugated secondary antibodies (Invitrogen). Antibodies against Mac3 (sc-19991), MMP2 (sc-10736), and CARD9 (sc-49408) were purchased from Santa Cruz Biotechnology; anti-CD31 (DIA-310) from Dianova; anti-MMP9 (ab38898 and ab283575), neutrophils (ab2557), F4/80 (ab6640), and SLC22A17 (ab124506) from Abcam; anti-α-actinin (A7811) from Sigma-Aldrich; anti-LCN2 (AF1857) from R&D System. Anti-CD31 was diluted to 1:50, and all other primary antibodies were diluted to 1:100. A Nikon ECLIPSE Ni microscope (Nikon, Japan) or a laser confocal microscope (Leica, Buffalo Grove, IL, USA) were used for image capture. ImagePro Plus 3.0 was used for analysis.

### Western blotting

Protein from tissues and cells were isolated using RIPA buffer. The protein levels of targets were detected using western blotting method as described in our previous study.^33^ Primary antibodies against CARD9 (sc-99054) and MMP2 (sc-10736) were obtained from Santa Cruz Biotechnology; MMP3 (ab52915) and MMP9 (ab38898) from Abcam; cleaved caspase 3 (9661 S), caspase 3 (9662 S), phosphorylated NF-κB p65 (3033 S), and NF-κB p65 (8242 S) from Cell Signaling Technology; GAPDH (TA-08) from ZSGB-Bio. The primary antibodies were all diluted to 1:1000. Infrared fluorescence-labeled secondary antibodies were used with a dilution of 1:10000. The membranes were scanned using an Odyssey Infrared Imaging System (Li-Cor Bioscience, Lincoln, NE, USA).

### Statistics

All data are presented as the mean ± SEM. Two-tailed unpaired *t-*test was performed to compare two groups, and one-way or two-way ANOVA were used for multiple group comparisons; the difference was statistically significant if *p* < 0.05.

### Supplementary information

Supplementary materials

Supplementary materials 2

## Data Availability

The raw data of RNA-Seq have been deposited in NCBI GEO under the accession number GSE235257. The data that support the findings of this study is available from the corresponding author upon reasonable request.

# Supplementary material for: Macrophage CARD9 mediates cardiac injury following myocardial infarction through regulation of lipocalin 2 expression
**Source:** Signal Transduct Target Ther. 2023 Oct 13;8:394. doi: 10.1038/s41392-023-01635-w
**Supplement:** Supplementary file 1 — Supplementary materials

Supplementary Materials for

Macrophage CARD9 mediates cardiac injury following myocardial infarction via regulation of lipocalin 2 expression

Yan Liu^#^, Yi-hui Shao^#^, Jun-meng Zhang, Ying Wang, Mei Zhou, Hui-qin Li, Cong-cong Zhang, Pei-jie Yu, Shi-juan Gao, Xue-rui Wang, Li-xin Jia, Chun-mei Piao, Jie Du, Yu-lin Li*

# The authors contributed equally to this work.

**This PDF file includes:**

Materials and Methods

Figures. S1 to S12

Tables S1 to S2

**Materials and methods**

**RNA-sequencing and data analysis**

Hearts from WT sham, WT, and *Card9* KO mice 3 days after MI were collected, and total RNA in the cardiac tissues below the ligature was extracted with TRIzol Reagent (Invitrogen). Standard Illumina protocols were used for RNA Library construction. The mRNA was enriched, fragmented, and reverse-transcribed into double-stranded cDNA. End reparation and 3’-end single nucleotide adenine addition were performed. Sequencing adaptors were ligated into fragments, which were then enriched by PCR amplification. RNA libraries were sequenced at 10 pM using the Illumina HiSeq 2000 system at the Beijing Genomics Institute (BGI, Wuhan, China) according to the manufacturer’s instructions. After filtering, the clean reads were mapped to the mm9 mouse whole genome using the BWA/Bowtie2 tool. The fragments per kilobase per million method was used to calculate gene expression. We applied the NOIseq method to screen DEGs between two groups using the following criteria: fold-change ≥ 2.0 and diverge probability ≥ 0.8. 

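The screen was recomputed from the deposited FPKM, without the NOIseq software. For each gene, the absolute log2 ratio and the absolute difference between the group means were compared with the same 2 quantities between the libraries of one group, pooled over both groups and all genes, and the probability is the share of these noise pairs in which both are smaller than the gene's own. A value of 0 was replaced by 0.005 for the ratio. The probability is not a p-value and has no adjustment for the number of genes. In data simulated with 200 changed genes among 16259, the screen found 81 of the 100 genes changed at least 3-fold and 99 of all 200, and called 0 of 16059 unchanged genes. Every simulated gene had the same spread between libraries beyond counting error, so these counts do not give the error rate of the screen on the real libraries. Applied to WT MI against WT sham, it gave 1024 higher and 153 lower genes of 16896.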

GO analysis was performed.

**Analysis of mouse MI scRNA-seq data**

The scRNA seq raw data of mouse cardiac CD45^+^ cells (GSE163465)^1^ was obtained from the GEO database. The CD45^+^ cells isolated from the cardiac ischemic zone of sham and MI mice with a C57BL/6 background^1^. The Seurat R package (version 4.2.0) was used to determine cellular heterogeneity. DEGs were identified using the FindAllMarkers function in Seurat by comparing cells in one cluster with all other cells. A non-parametric Wilcoxon rank-sum test was used in this process.

**Growth factor measurement**

After four hours of exposure to necrotic cardiomyocytes, the culture medium of both WT and Card9 KO BMDM was refreshed andthe cells were then cultured for another 16 hours. After collecting the supernatant, the levels of the various growth factors were checked using a Bio-Plex system (Bio-Rad) according to the manufacturer’s instructions^2^.

**References**

1. Jin, K. *et al.* Single-cell RNA sequencing reveals the temporal diversity and dynamics of cardiac immunity after myocardial infarction. *Small Methods* **6**, e2100752 (2022).
2. Yang, M. *et al.* Tumor cell-activated CARD9 signaling contributes to metastasis-associated macrophage polarization. *Cell. Death. Differ.* **21**, 1290-1302 (2014).

**
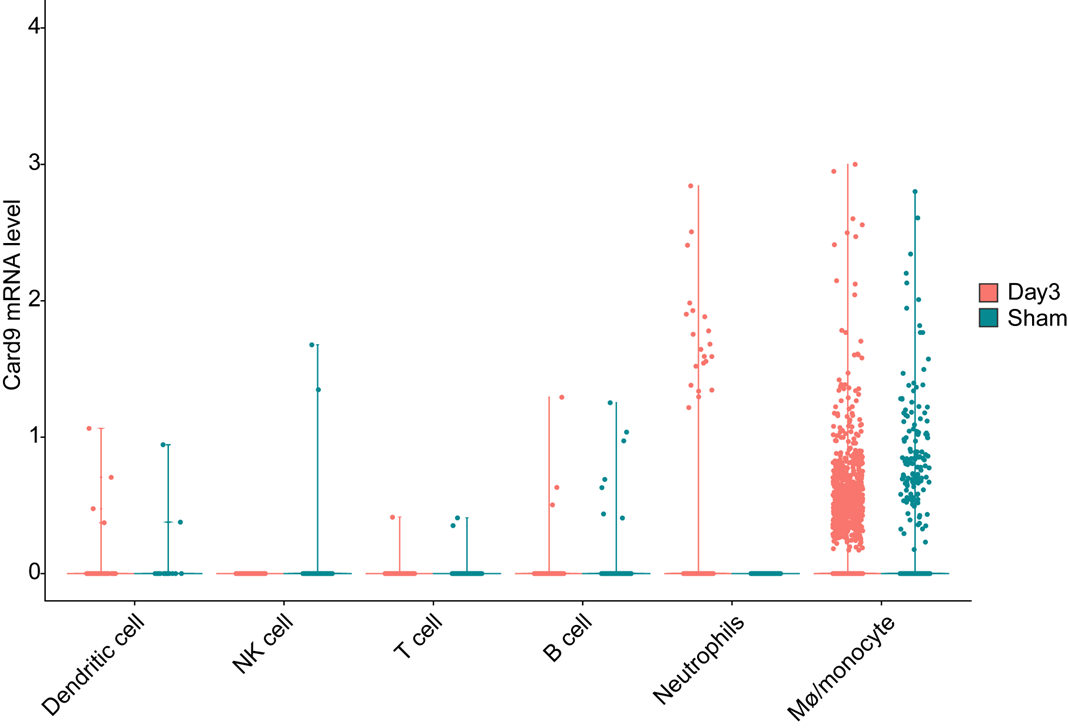
**

**Figure. S1. *Card9* expression in cardiac CD45^+^ cells post-MI by analyzing scRNA-seq dataset GSE163465.** scRNA-seq dataset GSE163465 which was downloaded from GEO database evaluated CD45^+^ cells from the left ventricles of mouse hearts at different time point after MI. Data from sham and 3 days post-MI groups was used to analyze *Card9* expression in each cell population.

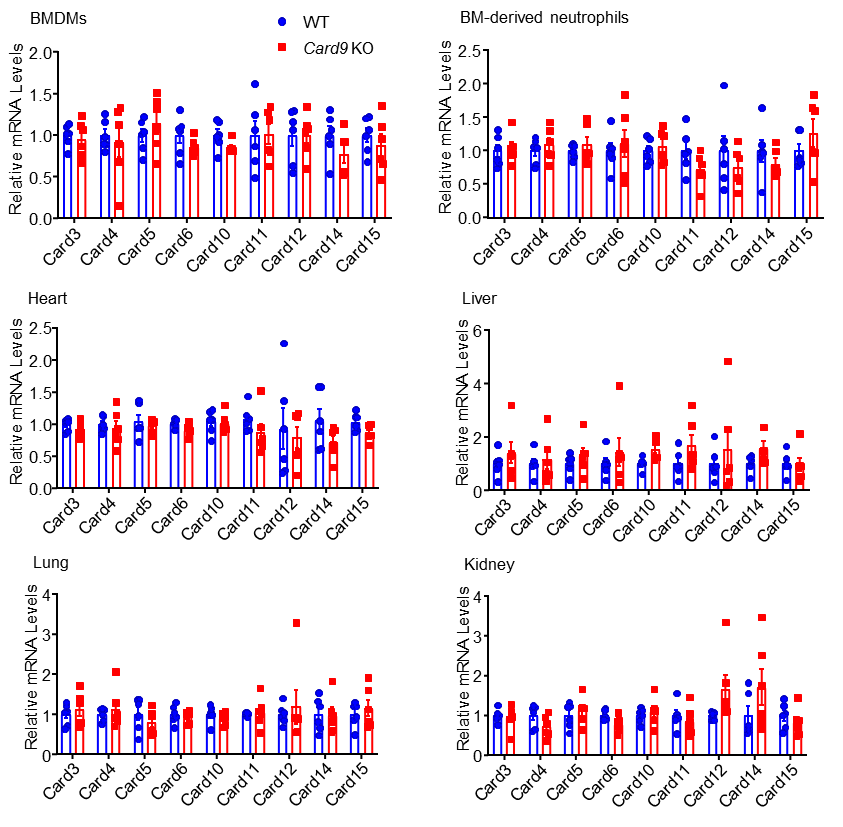

**Figure. S2. *Card9* knockout doesn’t affect other Card family gene expression.** qPCR analysis of the expression of Card family genes in bone marrow-derived macrophages (BMDMs), bone marrow-derived neutrophils, heart, liver, lung, and kidney from WT and *Card9* KO mice (n = 6). Data represent the mean ± SEM of fold induction with respect to WT group after normalization to *Gapdh*.

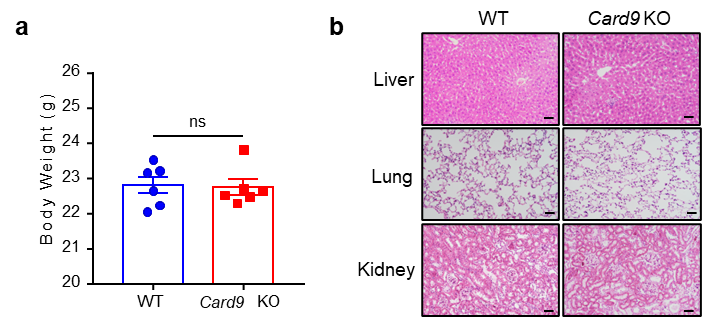

**Figure. S3. *Card9* knockout doesn’t affect body weight and morphology of vital tissues in mice. a** The body weight of 10- to 11-week-old male WT and *Card9* KO mice (n = 6). Data represent the mean±SEM. **b** Representative H&E staining on liver, lung, and kidney tissue sections of 12- to 16-week-old WT and *Card9* KO mice (n = 6). Scale bar: 50μm.

**
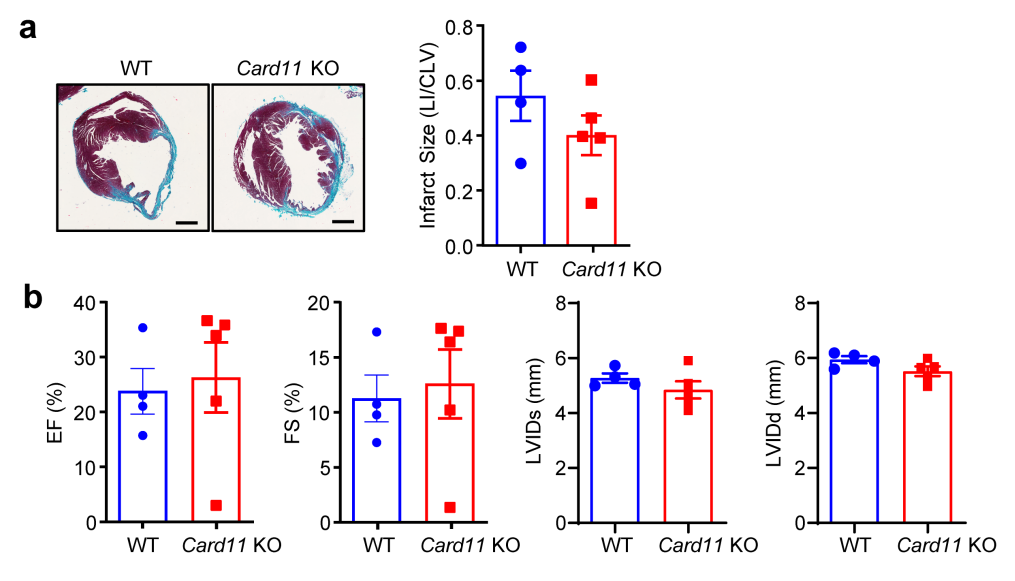
**

**Figure. S4. *Card11* knockout doesn’t affect cardiac function and remodeling post-MI.** Ten- to fourteen-week-old male WT and *Card11* KO mice underwent MI surgery. **a** Representative Masson’s trichrome staining of cardiac sections at 28 days post-MI and measurement of infarct size (n = 4-5). Infarct size is presented as the ratio of infarcted area length to left ventricular circumference. **b** Left ventricular function was assessed by echocardiography. Left ventricular end-systolic internal diameter (LVIDs) and end-diastolic internal diameter (LVIDd) were measured and ejection fraction (EF) and fractional shortening (FS) were calculated. Data represent the mean ± SEM. Scale bar: 1mm.

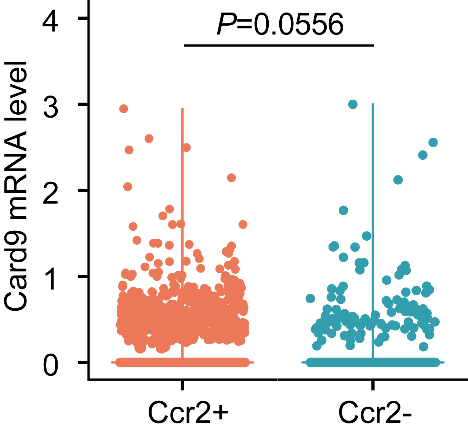

**Figure. S5. *Card9* expression in cardiac CCR2^+^ and CCR2^-^ macrophages post-MI.** Data of 3 days post-MI group from scRNA-seq dataset GSE163465 was used to analyze *Card9* expression in CCR2+ and CCR2- macrophage/monocyte populations.

**
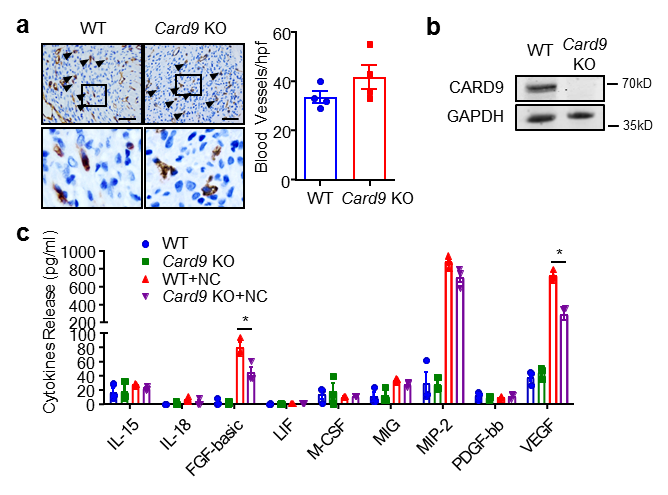
**

**Figure. S6. *Card9* knockout does not affect angiogenesis post-MI. a** Representative Immunohistochemical staining for CD31 in border region of WT and *Card9* KO cardiac sections at 7 days post-MI (n = 4). The capillary density per high power field was qualified. Data represent the mean±SEM. Scale bar: 50μm. **b** Western blot analysis of CARD9 protein in BMDMs isolated from WT and *Card9* KO mice. **c** Growth factors released into culture supernatants from necrotic cell (NC)-treated WT and *Card9* KO BMDMs were determined. Data represent the mean±SEM; three independent experiments were performed. **p*<0.05.

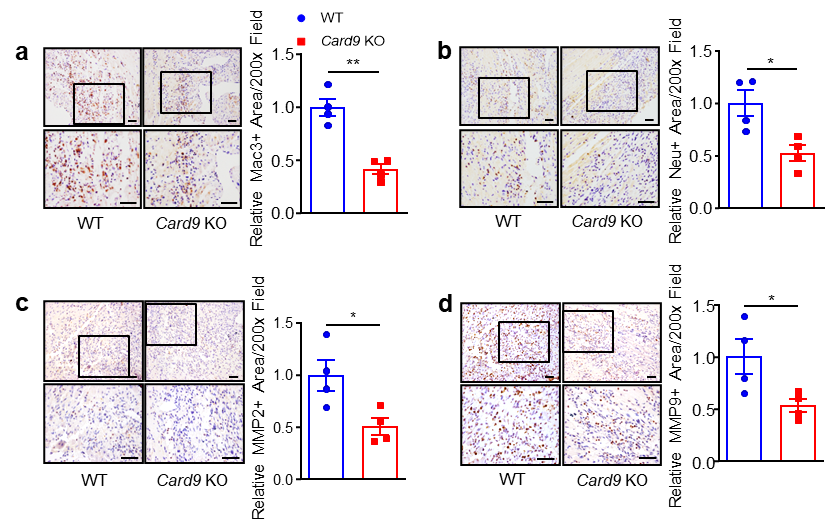

**Figure. S7. *Card9* knockout reduces macrophage and neutrophil infiltration and MMP2 and MMP9 expression post-MI.** Immunohistochemical staining for Mac3 (**a**), Neutrophil (**b**), MMP2 (**c**), and MMP9 (**d**) in border region of WT and *Card9* KO cardiac sections at 3 days post-MI (n = 4). The positive area was qualified and showed as fold induction with respect to WT group. Data represent the mean±SEM. Scale bar: 50μm. **p*<0.05, ***p*<0.01.

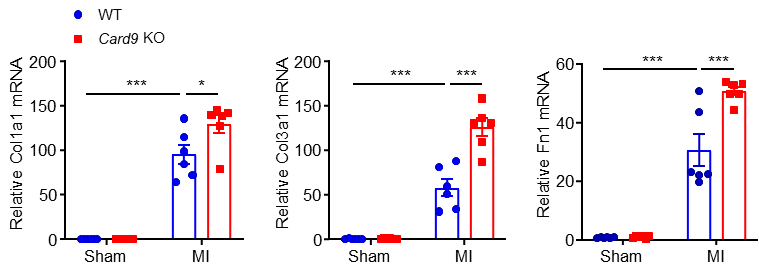

**Figure. S8. *Card9* knockout increases the expression of ECM genes post-MI.** mRNA expression levels of Collagen 1a1 (*Col1a1*), *Col3a1*, and Fibronectin 1 (*Fn1*) were examined by qPCR in the hearts of both WT and *Card9* KO mice at 7 days post-MI (n = 6). Data represent the mean ± SEM of fold induction with respect to WT Sham mice after normalization to *Gapdh*. **p*<0.05, ****p*<0.001.

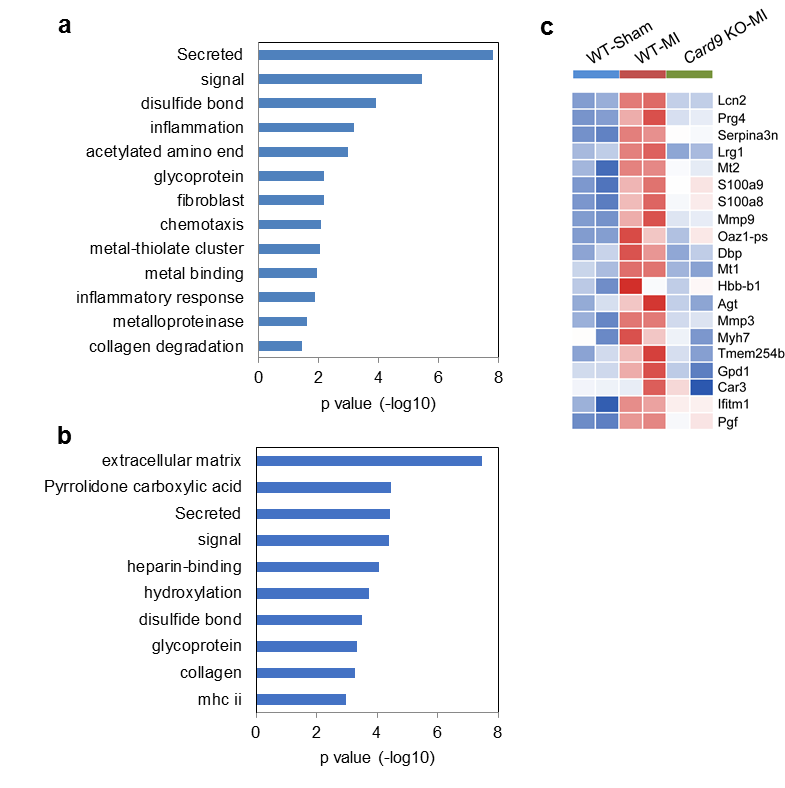

**Figure. S9. GO analysis of differentially expressed genes (DEGs) in the hearts of WT and *Card*9 KO mice post-MI.** RNA-sequencing was performed with mouse cardiac tissue from WT Sham, WT MI and *Card9* KO MI groups (n=2). Down-regulated (**a**) and up-regulated (**b**) genes in *Card9* KO mice compared with WT mice after MI were selected for Gene Ontology (GO) analysis. **c** Hot map of DEGs in the right panel of Fig. 4a ranking from high to low according to the diverge probability.

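For the 20 genes of the right panel of Fig. 4a, the recomputed diverge probability fell from 0.948 for *Lcn2* to 0.894 for *Prg4* and 0.812 for *Pgf*, and the order of the genes was that of Supplementary Fig. 9c in 20 of 20 positions. Several genes outside the panel had a probability between those of *Lcn2* and *Prg4*, among them *Chil3* (0.901) and *Plac9a* (0.897).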

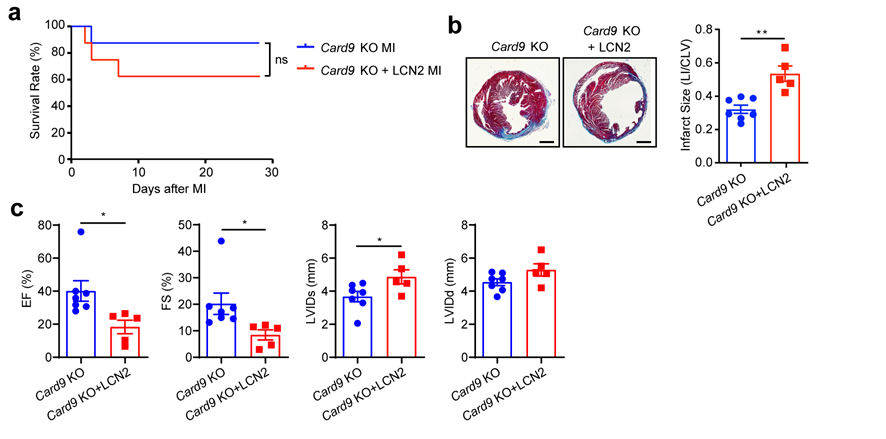

**Figure. S10. LCN2 enhances cardiac injury post-MI in *Card9* KO mice. a** Survival analysis *Card9* KO mice treated with or without recombinant mouse LCN2 post-MI (n = 8)**. b** Representative Masson’s trichrome staining of cardiac sections at 28 days post-MI and measurement of infarct size (n = 5-7). Infarct size is presented as the ratio of infarct area length to left ventricular circumference. **c** LV function was assessed by echocardiography. LVIDs and LVIDd were measured and EF and FS were calculated. Data represent the mean ± SEM. Scale bar: 1mm. ***p* < 0.01.

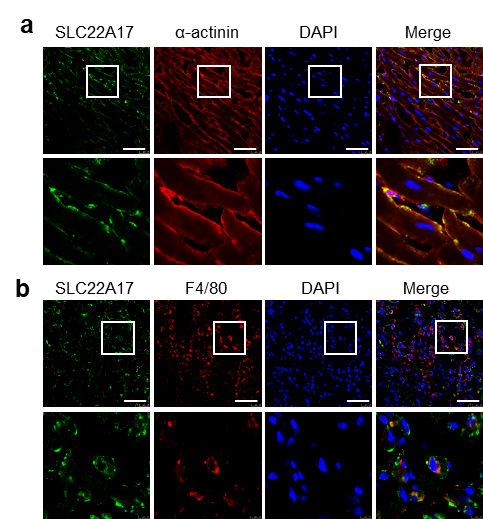

**Figure. S11. LCN2 receptor expresses on cardiomyocytes and macrophages.** Co-staining of LCN2 receptor (SLC22A17) and α-actinin (**a**) or F4/80 (**b**) in the border region of WT hearts at 3 days post-MI. Nuclei were stained with DAPI. Scale bar: 50 μm.

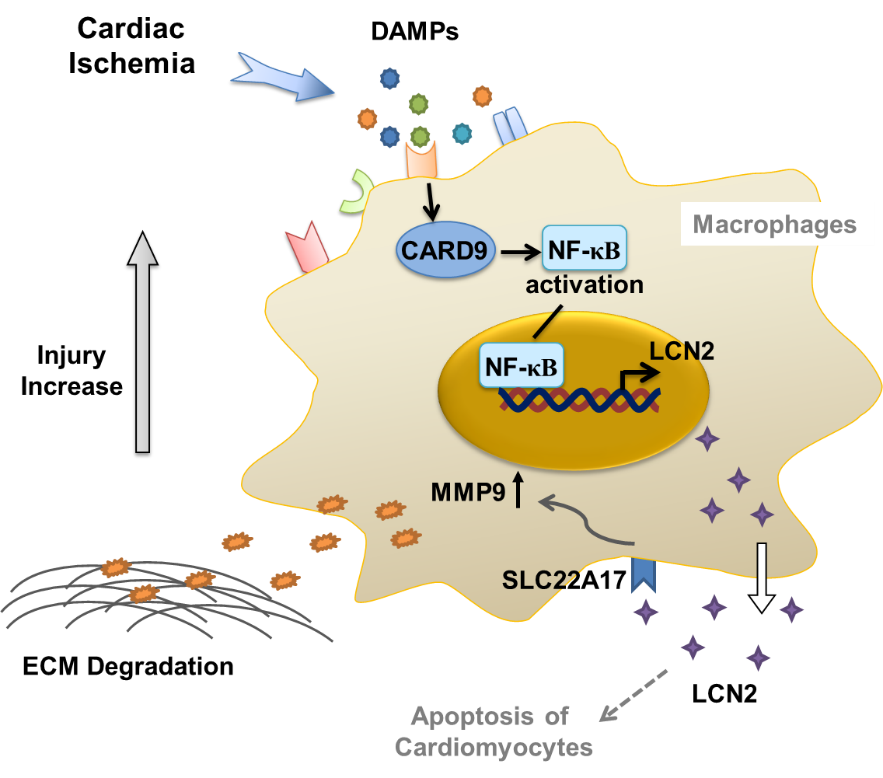

**Figure. S12. Diagram illustrating the mechanism for CARD9 regulating cardiac injury post-MI.** Ischemia induced death of cardiomyocytes and release of DAMPs. Necrotic cells or DAMPs then activated CARD9 signaling in macrophages, which resulted in NF-κB activation, and subsequent upregulated LCN2 expression. LCN2 might enhance further injury post-MI by increasing MMP9 expression and release. DAMPs indicates danger-associated molecular patterns; CARD9, caspase recruitment domain-containing protein 9; NF-κB, nuclear factor kappa-B; LCN2, lipocalin 2; MMP9, metalloproteinase 9; ECM, extracellular matrix. **Table S1. Echocardiographic analysis of WT and *Card9* KO mice at 28 days post-MI.**

|  | **WT Sham (n=7)** | ***Card9* KO Sham (n=6)** | **WT MI (n=6)** | ***Card9* KO MI (n=6)** |
| --- | --- | --- | --- | --- |
| **EF(%)** | 51.88±4.09 | 53.65±5.34 | 23.56±2.81* | 47.11±5.16# |
| **FS(%)** | 26.51±2.56 | 27.33±3.01 | 10.95±1.38* | 23.87±2.91# |
| **LVIDd (mm)** | 4.02±0.24 | 3.98±0.31 | 5.16±0.38* | 4.69±0.35 |
| **LVIDs (mm)** | 2.96±0.23 | 2.94±0.29 | 4.62±0.35** | 3.61±0.25# |
| **LVAWd (mm)** | 1.37±0.1323 | 1.33±1.12 | 0.98±0.10* | 1.12±0.08 |
| **LVAWs (mm)** | 1.69±0.14 | 1.86±1.11 | 1.27±0.16 | 1.68±0.05# |
| **LVPWd (mm)** | 0.83±0.07 | 1.10±0.15 | 0.80±0.09 | 0.85±0.18 |
| **LVPWs (mm)** | 1.18±0.09 | 1.31±0.17 | 0.90±0.09 | 0.97±0.21 |

**P* < 0.05, ***P* < 0.01 (versus WT Sham); #*P* < 0.05 (versus WT MI)

EF indicates ejection fraction; FS, fractional shortening; LVIDd, left ventricular end-diastolic internal diameter; LVIDs, left ventricular end-systolic internal diameter; LVAWd, left ventricular end-diastolic anterior wall thickness; LVAWs, left ventricular end-systolic anterior wall thickness; LVPWd, left ventricular end-diastolic posterior wall thickness; LVPWs, left ventricular end-systolic posterior wall thickness.

**Table S2. Primers used in this study.**

| **Gene** | **Forward** | **Reverse** |
| --- | --- | --- |
| ***Card3*** | aaatcatcccccacaggag | ggtccaggagaaccagtgtt |
| ***Card4*** | tttaagggtgaagccaaagg | ggcagacaaatcaggattcag |
| ***Card5*** | gagcagctgcaaacgactaa | gtccacaaagtgtcctgttctg |
| ***Card6*** | attttgtggccctccaaga | ttgaaagtgggcaacatgg |
| ***Card9*** | ctctgtgcaggagggtaagc | tccgtagggagaagatggtg |
| ***Card10*** | tgcagggcgagctacagt | gcagatcctccatctcttgc |
| ***Card11*** | tctccagagcgagtttcttctt | tgttttctgaccggctgac |
| ***Card12*** | tgatctccaagagatgaagttgg | gatcaaattgtgaagattctgtgc |
| ***Card14*** | gagaaactccgctccatgac | cctcatccagactctgttcca |
| ***Card15*** | tgtggagtcaccgcaaaac | tcctctgtgcctggaactct |
| ***Mmp2*** | cgatgtcgcccctaaaacag | gcatggtctcgatggtgttc |
| ***Mmp3*** | gtgtgtggttgtgtgctcat | ttccctgtcatctccaaccc |
| ***Mmp9*** | tgggcgttagggacagaaat | gaaccataacgcacagaccc |
| ***Lcn2*** | ggccagttcactctgggaaa | ccacactcaccacccattca |
| ***Slc22a17*** | ctgtttctggagtctgcacg | gcaaaggaaaaggtggacgt |
| ***Col1a1*** | gagcggagagtactggatcg | gttcgggctgatgtaccagt |
| ***Col3a1*** | cccctggttcttctggacat | tgggcctttgatacctggag |
| ***Fn1*** | tcccgggcagaaagtacatt | ttcagggaggttgagctctg |
| ***Gapdh*** | aatgcatcctgcaccacc | atgccagtgagcttcccg |

# Supplementary material for: Macrophage CARD9 mediates cardiac injury following myocardial infarction through regulation of lipocalin 2 expression
**Source:** Signal Transduct Target Ther. 2023 Oct 13;8:394. doi: 10.1038/s41392-023-01635-w

Uncropped blots

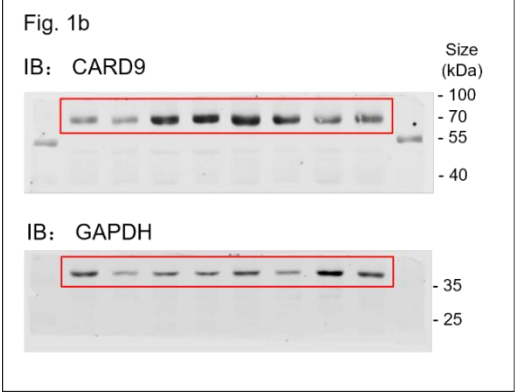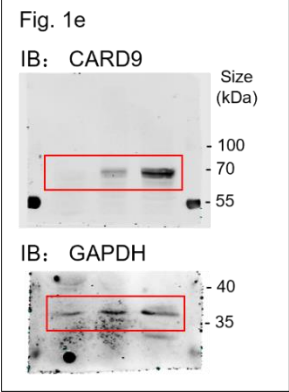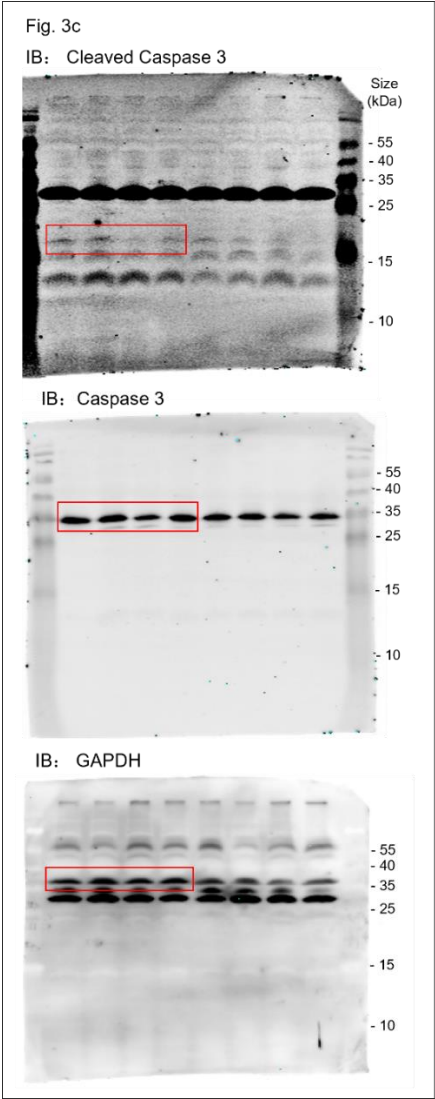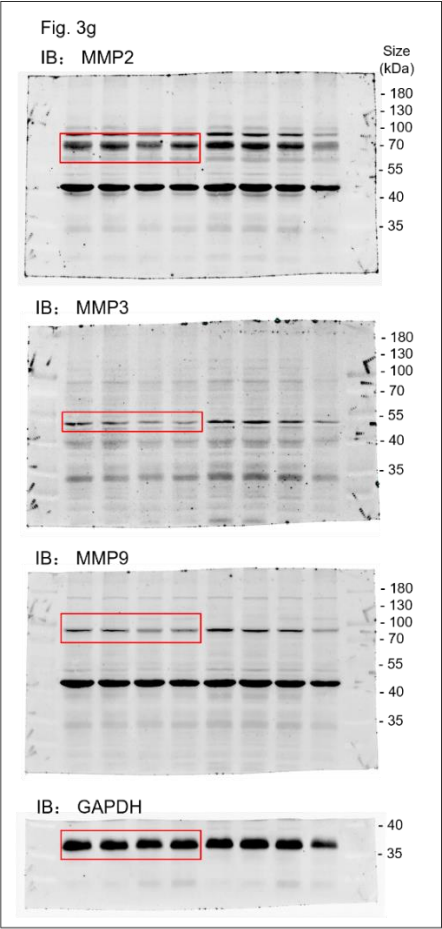

Fig. 5a

IB: Phospho NF- $\kappa$ B p65

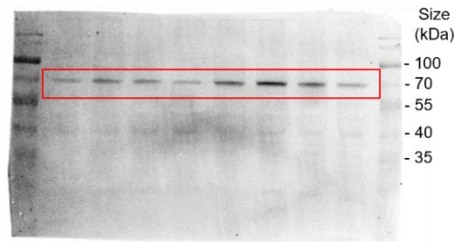

IB: NF- $\kappa$ B p65

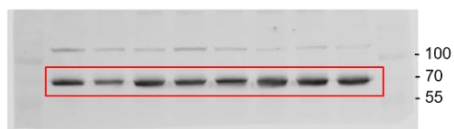

IB: GAPDH

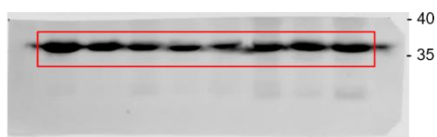

Fig. 5b

IB: Phospho NF- $\kappa$ B p65

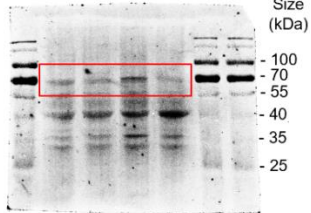

IB: NF- $\kappa$ B p65

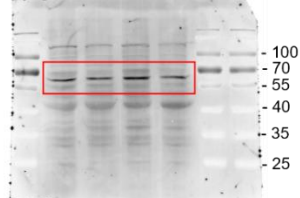

IB: GAPDH

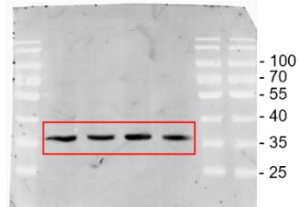

Supplementary Fig. 5b

IB: CARD9

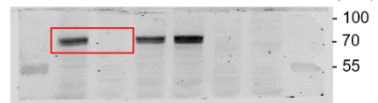

IB: GAPDH

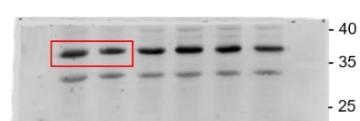

**Supplement:** Supplementary file 2 — Supplementary materials 2

How the deposited data were processed for this re-analysis (not part of the article)

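RNA-seq of mouse heart tissue below the ligature was analysed, with 2 libraries each of WT sham, WT MI and *Card9* KO MI, taken 3 days after surgery. Samples were assigned to groups and replicate numbers from their labels, which match the groups of Fig. 4a and Supplementary Fig. 9. *Card9* was not lower in the libraries labelled *Card9* KO MI, so this group is named by its label and every direction against WT MI rests on it.

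The authors extracted RNA with TRIzol, enriched mRNA, sequenced it on an Illumina HiSeq, filtered the reads, mapped them to the mm9 mouse genome with BWA and Bowtie2, and deposited 1 FPKM value per NCBI gene number and library, to 2 decimals, for genes above 0. FPKM is relative to gene length and to the fragments of its library, so a large change of a few abundant genes shifts the values of all others. The paper's text does not name the gene annotation behind the FPKM values or whether the counting used strand, and overlapping genes, pseudogenes and members of gene families can share reads. In any of the 6 libraries 17441 genes were listed, and in all of them 13667. Of these gene numbers, 17390 were matched to a symbol through a table of the GRCm38.p6 assembly, used for names only, and 51 had none. Positions are those of mm9 from the GENCODE annotation of that build, found for 16596 genes.

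Read counts were not used. Since FPKM values of lowly expressed genes are multiples of what 1 fragment is worth, the number of fragments per library was estimated from the spacing of the lowest values of genes with 1 annotated protein-coding transcript (4867 genes). In 4 simulated libraries the largest error of this estimate was 0.794%. With the estimates, only 69.6% to 74.6% of the low values came out as whole fragments, so counts were not rebuilt and no test on counts was run. Estimated fragments and the FPKM worth of 3 fragments cover counting error only.

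Missing genes were set to 0. The main test used limma 3.58.1 in R 4.3.3, with lmFit and eBayes (trend = TRUE) on log2(FPKM + 1) for the 13120 genes with an FPKM of at least 1 in at least 2 libraries. The 3 groups entered one fit without covariates, because 2 libraries per group leave few degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method, and calls have an adjusted p below 0.05. With 2 libraries against 2, an exact permutation test of a single gene cannot give a p under 0.05, and none was run. In data simulated from these libraries with 200 of 12961 genes changed, the fit recovered 136 of them, 129 of the 150 changed at least 2-fold, and called 7 unchanged genes. The simulated genes were independent and shared the same spread beyond counting error, so the error rate on the real libraries may differ.

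The paper's screen (fold change of at least 2 and diverge probability of at least 0.8) was recomputed on group means of FPKM in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Genes at least 2-fold apart in the group means of FPKM + 1 were counted without a test. Gene lists stood in for GO terms and cell types: the genes of Fig. 4a, matrix metalloproteinases, inflammatory cytokines and receptors, NF-κB targets, collagens, extracellular matrix glycoproteins and proteoglycans, MHC class II, metallothioneins, acute-phase STAT3 targets, glucocorticoid-responsive genes, clock output genes in phase with *Dbp* and clock genes in antiphase to it, cell cycle genes, and markers of neutrophils (with and without the genes of Fig. 4a), macrophages, cardiomyocytes, fibroblasts, endothelial cells, T and B cells, adipocytes and erythroid cells. They were tested with limma's camera at a preset correlation of 0.01. With 21 simulated lists, a raised list among them, camera called 0 and fry called 1 of the unchanged lists. These lists were random and their genes were drawn independently, so this cannot show how camera behaves on lists of correlated genes.

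Genes named in the text are Card9, *Lcn2*, the 20 genes of Fig. 4a, the genes of the paper's qPCR panels, the 5 largest limma changes in each direction of each contrast whose libraries do not overlap, and members of reported lists. *Snord69* is named because it ranked above *Lcn2* in the screen. The lists, the main settings and the alternatives were chosen before the data were examined, apart from camera with a correlation estimated per list and the screen on genes listed in all 4 files. The other alternatives were an added FPKM of 0.1 or 5, no filter or a mean FPKM of at least 5, upper-quartile scaling, quantile normalization, scaling without the 100 most abundant genes, a fit of only the groups compared, eBayes without trend, the replicate number as a block, only genes listed in all libraries, a fold change of at least 2 beside the adjusted p, fry in place of camera, lists without the genes of Fig. 4a, other settings of the screen, and each library left out in turn. Measurements of the paper made in other mice and cells were not analysed here.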

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

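The tests of exchanged labels and of transcript from the targeted allele for *Card9*, and those of scaling and of more infarcted tissue for the macrophage, cell cycle and clock genes, were chosen only after the result was seen; the test of the time of harvest was chosen before. The results set out here are those of *Card9*, macrophage markers, cell cycle genes and clock genes in antiphase to *Dbp*, which the paper does not report for these libraries and which were higher than in WT MI; other genes are named beside them.

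*Card9* itself was higher in the libraries labelled *Card9* KO MI than in WT MI, with a log2 fold change of 0.85 (adjusted p = 0.11 from limma, from 0.086 to 0.20 over the settings) and no overlap between the libraries. Its lowest FPKM among the infarct libraries was 3.39, in WT MI, and its highest 9.85, in a library labelled *Card9* KO MI, against about 1.01 in WT sham. If the labels of the infarct groups had been exchanged, the knockout libraries would still hold *Card9* at 3.39 or above, so an exchange alone does not give libraries without the transcript. A knockout allele could still make a transcript that lacks part of the coding sequence, at up to 9.85 FPKM. These explanations cannot be told apart here, because one FPKM value per gene does not show which exons are covered. Reads over the targeted exons would settle it. The rise of macrophage markers in the same libraries, with a median of 0.73, is close in size to that of *Card9*, and whether it explains the level of *Card9* was not tested.

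Macrophage markers were higher in the libraries labelled *Card9* KO MI, with a median log2 fold change of 0.73 and 21 of 24 genes higher (camera adjusted p = 2.9e-06). With fry the adjusted p was 0.17, and over the settings it ranged from 1.1e-07 to 0.30. The median was 0.48 without *Card9* KO MI replicate 1, with 18 genes higher. WT sham hearts express these genes as well, and their FPKM summed to 742 and 613 in WT sham, 2983 and 3791 in WT MI, and 6199 and 4473 in *Card9* KO MI. Among the most abundant of them, *Apoe* had 606.06 and 673.23 in WT MI and 1324.19 and 996.2 in *Card9* KO MI, *Lyz2* 617.29 and 830.24 against 1168.49 and 821.45, so that its groups overlapped, and *C1qb* 218.04 and 261.0 against 491.12 and 364.49. *Arg1* (log2 fold change −0.93), *Cd163* (−1.03) and *Itgam* (−0.10) were lower. Scaling between the groups is argued against, since the lowest median of the macrophage, cell cycle and collagen genes over the 4 scalings was 0.60. More infarcted tissue in the *Card9* KO MI samples is argued against as the only cause, since neutrophil markers outside Fig. 4a, which infarction raised, had a median of −0.61 or lower under each scaling. A difference in cell composition linked to the genotype, or one between the pairs of hearts that were sampled, stays open. The direction is opposite to the paper's staining, which found less Mac3 in the border region of *Card9* KO hearts at 3 days (Supplementary Fig. 7a). RNA of the tissue below the ligature and a stained area of the border region are unlike measures, and these libraries do not settle the difference.

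Cell cycle genes were higher as well, with a median of 0.68 and 15 of 15 genes higher under each scaling (camera adjusted p = 1.6e-07; 0.054 with fry, and 2.2e-09 to 0.22 over the settings). The median lay between 0.56 and 0.76 with each infarct library left out. *Mki67* had an FPKM of 10.5 and 13.9 in WT MI and 26.35 and 20.01 in *Card9* KO MI. Infarction alone raised these genes by a median of 2.40. The test of scaling above, with a lowest median of 0.60, covers this list too. Which cells divided was not tested, and a later stage of repair in the *Card9* KO MI hearts may be a hypothesis to examine, as may a difference in infarct size between the hearts, with the same limit from the neutrophil markers (−0.61).

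Clock genes in antiphase to *Dbp* were higher in the libraries labelled *Card9* KO MI, with a median of 0.46 and 5 of 5 genes higher (camera adjusted p = 0.0011; 0.013 with fry, and 8.3e-04 to 0.15 over the settings). The median was 0.29 without *Card9* KO MI replicate 2 and 0.30 without WT MI replicate 1. *Arntl* had an FPKM of 12.6 and 15.84 in WT sham, 4.13 and 3.03 in WT MI, and 12.66 and 11.95 in *Card9* KO MI (log2 fold change 1.55, adjusted p = 0.014). The clock output genes in phase with *Dbp*, *Dbp* left out, had a median of −0.72 and were lower in 9 of 9 genes. Scaling is argued against, since the medians of the lists in phase and in antiphase were at least 1.17 apart under each scaling. Harvest at another time of day needs the in-phase genes to fall and the antiphase genes to rise, and both did, so it is a candidate explanation for this pattern and for *Dbp* in Fig. 4a. In that case the WT MI hearts may have been taken at another time than both other groups. The paper's text does not name the time of harvest, and an effect of the infarct or the genotype on the clock stays open as well.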

How the results depend on the processing

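No test in this part was chosen after its result was seen, apart from camera with an estimated correlation and the screen on genes listed in all 4 files, which were added after the data were seen. Causes of the changes below were not tested, except where fewer genes, fewer libraries or a stricter threshold enter by construction.

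The 107 higher and 77 lower limma calls of the libraries labelled *Card9* KO MI against WT MI changed most. With an FPKM of 0.1 added there were 47 and 33, with 5 added 200 higher, without a filter 7 and 5, with a mean FPKM of at least 5 136 lower, and with quantile normalization 118 lower. A fit of only the groups compared gave 69 and 32, eBayes without trend 40 and 18, genes listed in all 6 files 163 and 134, and a fold change of at least 2 beside the adjusted p 61 and 35. Of the 184 calls, 80 were shared with 0.1 added, 181 with 5 added, 155 with the mean filter, 152 with upper-quartile scaling, 179 with quantile normalization, 85 with only the groups compared and 170 with genes in all files. At an unadjusted p below 0.05 there were 2629 genes.

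With the replicate number as a block, 45 genes were higher and 26 lower, 67 of them among the 184 calls. The numbers do not pair the samples: the deviations of same-numbered libraries correlated at 0.002 between WT sham and WT MI, −0.008 between WT sham and *Card9* KO MI, and 0.020 between WT MI and *Card9* KO MI.

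Against WT sham, quantile normalization gave 2198 higher and 2447 lower genes in WT MI and 2755 and 3444 in *Card9* KO MI, upper-quartile scaling 1855 lower in WT MI, and a fold change of at least 2 gave 1529 and 178 in WT MI and 2128 and 416 in *Card9* KO MI.

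The screen called 125 higher and 57 lower genes. At a probability of at least 0.9 it called 8 and 8, with 1 of the 20 genes of Fig. 4a. *Lcn2*, at rank 3, had rank 1 with 0.1 added, with the filter on FPKM, with means of log2 values and with genes listed in all 4 files. For WT MI against WT sham, a probability of at least 0.9 gave 102 higher and 13 lower genes with 8 genes of Fig. 4a instead of 18, and upper-quartile scaling 257 lower.

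Without a test, 184 genes were at least 2-fold higher and 86 lower in *Card9* KO MI than in WT MI, 392 and 199 with 0.1 added, and 56 and 30 with 5 added. With each library left out in turn, from 198 (without WT MI replicate 1) to 318 (without WT MI replicate 2) were higher and from 105 (without WT MI replicate 1) to 136 (without *Card9* KO MI replicate 2) lower. For WT MI against WT sham, 1576 were higher and 212 lower, with 670 higher and 66 lower after adding 5, 386 lower after adding 0.1 and 346 lower with upper-quartile scaling.

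*Lcn2* kept its direction in both comparisons under each alternative, and its call under each alternative that was tested; with 1 library left out no test was run. Its log2 fold change in WT MI against WT sham lay between 5.82 and 6.34 with 1 library left out; the cause of this spread was not tested.

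Of the lists compared between *Card9* KO MI and WT MI, camera called 16, fry 8 and camera with an estimated correlation 0, where 6 had an unadjusted p below 0.05 (lowest adjusted p 0.074). Between WT MI and WT sham camera called 14, fry 18 and the estimated correlation 0, with 5 below 0.05 unadjusted (lowest 0.18). The direction of the test turned for lists near 0: matrix metalloproteinases without the genes of Fig. 4a (median 0.30) and without a filter (0.0073), and in WT MI against WT sham MHC class II under fry (0.0262) and T and B cell markers under fry (0.29), without a filter (0.23), with upper-quartile scaling (0.22) and without the most abundant genes in the scaling (0.22).

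For the 119 single genes and lists, 1278 of 1401 alternatives kept direction and side of the threshold, 98 were weaker, 18 stronger and 7 reversed. Of 300 values with 1 library left out, 122 moved by at least 1 SD, which 2 libraries per group estimate poorly. Genes below an FPKM of about 0.5 rest on few fragments.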

Differences from the paper's values

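In the heat map of Fig. 4a, read by eye, about 100 genes are higher and about 41 lower in *Card9* KO MI, against 125 and 57 in the recomputed screen, a difference of less than 1.5-fold. With upper-quartile scaling (124 and 58) it stayed below 1.5-fold, and with noise from all 3 groups it did for the higher genes (132) but not for the lower ones (62). It was larger for both counts with 0.1 added to every FPKM (160 and 72), with the filter on FPKM (152 and 65), with means of log2 values (162 and 72) and at a probability of at least 0.9 (8 and 8).

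The paper states that *Lcn2* had the most significant change among the down-regulated genes. By the recomputed diverge probability, *Lcn2* ranked 3 of 57 lower genes (probability 0.948), behind *Snord69* and *Gm3776* (0.954 each), which are listed at 0 in both libraries labelled *Card9* KO MI. Of the alternatives set before the data were examined, *Lcn2* ranked 1 with 0.1 added to every FPKM, with genes of an FPKM of at least 1 in at least 2 of the 4 libraries, and with the ratio taken from means of log2(FPKM + 1), each of which moved the number of called genes further from that of Fig. 4a. It stayed at rank 3 with noise from all 3 groups, with upper-quartile scaling and at a probability of at least 0.9. With only genes listed in all 4 files, a setting chosen after seeing the values, it ranked 1 among 56 lower genes, beside 142 higher ones, and both counts are within 1.5-fold of those of Fig. 4a. By limma's p and log2 fold change it ranked 1 as well.

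The paper associates the down-regulated genes with MMP-related proteins. *Mmp3* and *Mmp9* were lower, while the 15 matrix metalloproteinase genes tested as a list had a median log2 fold change of 0.03. The enrichment of GO terms among the called genes was not recomputed.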

Other observations

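The tests of *S100a8* and *S100a9*, of the library in which *Card9* KO MI had the lowest *Car3*, and of the shared WT MI libraries were chosen only after the result was seen; the other tests here were chosen before.

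*Lcn2* and the other genes of Fig. 4a were lower in the libraries labelled *Card9* KO MI (list median −1.63, camera adjusted p = 1.0e-22, on genes the study picked from these libraries). Fewer neutrophils in the tissue are argued against as the only cause of the fall of *Lcn2*: neutrophil markers outside Fig. 4a had a median of −0.61 and the lowest of them, *Il1r2*, −1.82, far from −4.86 for *Lcn2*. This scale understates low genes. As log2 ratios of the group means in the screen, *Il1r2* had −2.48 and *Lcn2* −5.05. The paper reports fewer neutrophils in the border region at 3 days (Supplementary Fig. 7b), and a part of the fall from that cause stays open. Fewer macrophages are argued against by the RNA of these libraries, since the median of their markers was 0.73. The paper's Mac3 staining of the border region went the other way (Supplementary Fig. 7a). For *S100a8* and *S100a9*, fewer neutrophils remain a candidate explanation, since 18 of 18 markers outside Fig. 4a were lower (17 without WT MI replicate 1 or without *Card9* KO MI replicate 2). All neutrophil markers together had a median of −0.74 (camera adjusted p = 2.1e-12, fry 0.037), and those outside Fig. 4a an adjusted p of 2.4e-08 (fry 0.054). Their FPKM summed to 152 and 98.5 in WT MI and 76.8 and 58.6 in *Card9* KO MI, and their median ranged from −0.43 without WT MI replicate 1 to −0.89 without *Card9* KO MI replicate 1. *Lcn2* lies 6023715 bases from *Card9* on the same chromosome, so variants of another strain around the targeted allele could travel with it. Of 218 tested genes within 10000000 bases of *Card9*, 3 were called different, against 177 of 12446 elsewhere (Fisher's exact test, two-sided, p = 1). A strain variant around the *Card9* allele that acts on *Lcn2* and an effect of CARD9 cannot be told apart by this, since a single variant needs no excess of called genes nearby.

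The list of NF-κB targets had a median of 0.01 between *Card9* KO MI and WT MI (12 of 24 higher, camera adjusted p = 0.16), which was −0.08 with quantile normalization (8 higher) and −0.01 with scaling without the most abundant genes, and 0.97 between WT MI and WT sham (adjusted p = 1.6e-04). The list does not hold *Lcn2* or other genes of Fig. 4a. Its summed FPKM, which is weighted to abundant genes, was 490 and 514 in WT MI and 403 and 396 in *Card9* KO MI. The paper reports less phosphorylated p65 in *Card9* KO hearts at 3 days (Fig. 5a), which RNA does not measure. Acute-phase STAT3 targets, which include *Lcn2*, *Lrg1* and *Serpina3n*, were lower in 13 of 14 genes with a median of −0.23 (adjusted p = 8.1e-07, fry 0.013), and without the genes of Fig. 4a the median was −0.16 (adjusted p = 0.01); with all genes it was −0.37 without *Card9* KO MI replicate 1 and −0.43 without WT MI replicate 2. In WT MI against WT sham the median of all genes was 1.98.

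*Car3*, *Gpd1* and *Agt* were lower in the libraries labelled *Card9* KO MI. Adipose tissue in the WT MI samples cannot be told apart from other causes: 2 of 7 adipocyte markers were highest in the library in which *Car3* was highest, WT MI replicate 1, and some markers are close to the detection limit (*Adipoq* 1.62 and 0.42 in WT MI, 0.19 and 2.38 in *Card9* KO MI). Less adipose tissue in *Card9* KO MI replicate 1 is a candidate explanation for the low *Car3* there, since 7 of 7 markers were lowest in that library. The adipocyte list had a median of −0.32 (adjusted p = 0.072, 1 of 7 higher), and of 0.24 without that library and −0.74 without *Card9* KO MI replicate 2. For *Hbb-b1*, blood left in the WT MI tissue is a candidate explanation, since 5 of 6 other erythroid genes were highest in WT MI replicate 2, as *Hbb-b1* was. The erythroid list had a median of −0.83 (adjusted p = 8.2e-04, fry 0.18), −0.80 without *Hbb-b1* (adjusted p = 0.0019), −0.40 without *Card9* KO MI replicate 2 and −0.44 without WT MI replicate 2.

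Extracellular matrix genes were higher in the libraries labelled *Card9* KO MI. Cardiomyocyte markers were lower in 19 of 20 genes (median −0.23, adjusted p = 5.9e-07, fry 0.11; median −0.09 without *Card9* KO MI replicate 1; 6 of 20 higher with quantile normalization). A lower share of cardiomyocyte RNA as the only cause is argued against, since it raises the markers of every other cell type alike, while macrophage and neutrophil markers moved 1.34 apart. Fibroblast markers, some of which are collagens, had a median of 0.52 (11 of 15 higher, adjusted p = 0.0011, fry 0.07), and of 0.35 without WT MI replicate 1. A change in fibroblasts or in collagen expression itself stays open.

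Genes that were higher in the libraries labelled *Card9* KO MI were mostly further from sham. Of 1504 genes higher at an unadjusted p below 0.05, 75.9% were also higher in WT MI than in WT sham, against 64.4% of all genes tested. Sharing the WT MI libraries pushes this share down: with all libraries simulated from the same mean per gene, it was 9.73% (5.22% to 13.2% over 20 draws). That simulation holds no effect of infarction and is no baseline for the 75.9%. A push down still argues against the shared libraries as the cause of a share above that of all genes tested. Of the 107 limma calls, 84 were higher in WT MI than in WT sham, and of the 77 lower calls 42 were. Among 3637 genes called higher in WT MI than in WT sham, 28 were called lower and 75 higher in *Card9* KO MI than in WT MI. The data are in line with a response that is stronger for one part of the infarct genes and weaker for a smaller part, with the label of the group as the open condition.

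Between *Card9* KO MI and WT MI, endothelial markers had a median of 0.11, with 12 of 15 genes higher (adjusted p = 0.13; 0.035 with quantile normalization, 0.054 with fry, and up to 0.37 over the settings), T and B cell markers 0.19 (adjusted p = 0.50; −0.01 without WT MI replicate 1), and glucocorticoid-responsive genes −0.12 (adjusted p = 0.14; 0.96 without the genes of Fig. 4a).

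All 10 clock output genes in phase with *Dbp*, *Dbp* included, had a median of −0.72 (adjusted p = 3.6e-08, fry 0.019).

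Between WT MI and WT sham, camera gave the smallest adjusted p for cardiomyocyte markers (median −0.82, 1.9e-13) and macrophage markers (2.13, 2.8e-12). Inflammatory cytokines and receptors had a median of 2.70 (1.4e-10), neutrophil markers 2.40 (5.0e-09), collagens 1.23 (1.7e-07) and matrix metalloproteinases 1.03 (0.0093). Over the settings, the median ranged from −0.98 to −0.36 for cardiomyocyte markers and from 1.61 to 2.25 for macrophage markers. It ranged from 1.23 to 3.64 for the cytokines and receptors and from 0.98 to 4.49 for neutrophil markers. For collagens the range was 0.91 to 1.70, and for matrix metalloproteinases 0.30 to 2.16. The highest adjusted p of each of these lists over the settings, which include the other set tests, lay between 0.18 and 0.28. The largest falls after infarction were those of small RNAs that are listed at 0 or at low values in MI, such as *Mir5046* (19.4 and 8.58 in WT sham, 0 in WT MI) and *Mir1902* (27.78 and 23.4, then 3.94 and 0), followed by *Ucp3* (20.09 and 29.82, then 2.01 and 5.39). mRNA libraries measure such small RNAs poorly, and their reads can come from the genes around them. *Sprr1a* had an FPKM of 4.03 and 5.88 in WT sham, 305.91 and 413.09 in WT MI, and 1217.72 and 1098.05 in *Card9* KO MI.

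The paper measured several genes by qPCR in other mice. In these libraries, *Mmp2*, which the paper reports as decreased by *Card9* KO (Fig. 3f), had a log2 fold change of 0.30 (adjusted p = 0.25; 0.13 without WT MI replicate 1) between the libraries labelled *Card9* KO MI and WT MI, while *Mmp3* (−1.62) and *Mmp9* (−2.05) were lower. *Col1a1* (1.06, adjusted p = 0.034), *Col3a1* (0.68, adjusted p = 0.057) and *Fn1* (1.02, adjusted p = 0.021) were higher at 3 days. *Slc22a17*, which the paper reports as elevated after MI (Fig. 6d), had a log2 fold change of 0.33 in WT MI against WT sham (adjusted p = 0.32; FPKM 1.79 and 0.86 in WT sham, 1.94 and 1.77 in WT MI, or between 6.70 and 20.2 fragments), which was 0.62 without WT sham replicate 1 and 0.03 without WT sham replicate 2, so that these libraries do not settle it, and of 0.72 between the libraries labelled *Card9* KO MI and WT MI (adjusted p = 0.16). Among the genes of Fig. 1a, *Card9* had a log2 fold change of 1.36 in WT MI against WT sham (adjusted p = 0.0032), *Pycard*, listed in the paper as *Card5*, 1.11 (0.0071), and *Ripk2*, listed as *Card3*, 0.70 (0.0094).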
